# Two-Component-System RspA1/A2-Dependent Regulation on Primary Metabolism in *Streptomyces albus* A30 Cultivated With Glutamate as the Sole Nitrogen Source

**DOI:** 10.3389/fmicb.2020.01658

**Published:** 2020-07-31

**Authors:** Kuipu Zhang, Ali Mohsin, Junxiong Yu, Yuwen Hu, Muhammad Fahad Ali, Zhongbing Chen, Yingping Zhuang, Ju Chu, Meijin Guo

**Keywords:** two-component system, phosphoenolpyruvate-pyruvate-oxaloacetate node, gluconeogenesis, *Streptomyces albus*, glucose consumption rate, transcriptome analysis

## Abstract

In our previous study, a two-component-system (TCS) RspA1/A2 was identified and proven to play a positive role in the regulation of salinomycin (antibiotic) biosynthesis in *Streptomyces albus*. However, the regulatory mechanism of RspA1/A2 using a carbon source (glucose or acetate) for the cell growth of *S. albus* is still unclear till present research work. Therefore, in this work, the mechanistic pathway of RspA1/A2 on carbon source metabolism is unveiled. Firstly, this work reports that the response regulator RspA1 gene *rspA1* knocked-out mutant ΔrspA1 exhibits lower biomass accumulation and lower glucose consumption rates as compared to the parental strain A30 when cultivated in a defined minimal medium (MM) complemented with 75 mM glutamate. Further, it is demonstrated that the regulation of TCS RspA1/A2 on the phosphoenolpyruvate-pyruvate-oxaloacetate node results in decreasing the intracellular acetyl-CoA pool in mutant ΔrspA1. Subsequently, it was verified that the RspA1 could not only directly interact with the promoter regions of key genes encoding AMP-forming acetyl-CoA synthase (ACS), citrate synthase (CS), and pyruvate dehydrogenase complex (PDH) but also bind promoter regions of the genes *pyc*, *pck*, and *glpX* in gluconeogenesis. In addition, the transcriptomic data analysis showed that pyruvate and glutamate transformations supported robust TCS RspA1/A2-dependent regulation of glucose metabolism, which led to a decreased flux of pyruvate into the TCA cycle and an increased flux of gluconeogenesis pathway in mutant ΔrspA1. Finally, a new transcriptional regulatory network of TCS RspA1/A2 on primary metabolism across central carbon metabolic pathways including the glycolysis pathway, TCA cycle, and gluconeogenesis pathway is proposed.

## Introduction

Generally, in many bacteria, the utilization of carbon sources in cells via oxidative reactions to generate reducing equivalents (NADH, NADPH), energy source ATP, and intermediate metabolites is considered as a complex and precisely regulated process. Some key genes located in the central carbon metabolic pathways play crucial roles in regulating the flux of glycolysis and TCA cycle. For example, *pdh* encodes pyruvate dehydrogenase complex (PDH), which serves as a housekeeping enzyme for energy metabolism by catalyzing the irreversible decarboxylation of pyruvate into acetyl-CoA and is deemed the key control point in glycolysis (Holness and Sugden, 2003; Tomar et al., 2003; Guest et al., 2006). In both prokaryotic and eukaryotic organisms, the activity of PDH is regulated by various metabolites like acetyl-CoA, oxaloacetate, and ATP (Patnaik and Liao, 1994; Commichau et al., 2013). For example, *Escherichia coli* strains with mutations in genes encoding the subunits E1 or E2 (*aceE* and *aceF*, respectively) of the PDH exhibited significant pyruvate accumulation and growth defect (Tomar et al., 2003). Apart from PDH, citrate synthase (CS) was also a potential control point in affecting the flux of the glycolysis pathway and TCA cycle. Therefore, CS appeared to be strongly regulated in microorganisms. For instance, the *gltA*, as a single CS gene in *E. coli*, was repressed by the ArcA two-component response regulator in response to anaerobiosis and changes in carbon source supply (Iuchi and Lin, 1988). The *citZ* gene encoding CS in the gram-positive bacterium *Bacillus subtilis* was controlled by three regulatory proteins, CodY, CcpA, and CcpC (Sonenshein, 2007).

Moreover, under gluconeogenic conditions, like a limited carbon source or sufficient nitrogen source medium, the TCA cycle intermediates like oxaloacetate (OAA) or malate are converted into pyruvate and PEP by decarboxylation (C4-decarboxylation) under the catalysis of PEP carboxykinase (PCK) or malic enzyme (MAE) (Utter, 1972; Hansen and Juni, 1974). Hence, the intermediates of the PEP-pyruvate-oxaloacetate node provide direct precursors for gluconeogenesis. Additionally, the PEP-pyruvate-oxaloacetate node is located in the metabolic link between glycolysis/gluconeogenesis and the TCA cycle, which acts as a highly central control point for glucose consumption and glucose-generating metabolism. The regulation of carbon flux at the PEP-pyruvate-oxaloacetate node is mainly focused on the enzymes at the PEP-pyruvate-oxaloacetate node in bacteria. This kind of regulation is usually subjected to a complex allosteric regulation, in which the commonly used effectors are NADH, acetyl-CoA, NADPH, energy charge, ADP, and AMP. For instance, in previous studies, PEP synthase was repressed by ADP and AMP, whereas it was activated by energy charge (Chulavatnatol and Atkinson, 1973), however, PEP carboxykinase was repressed by ATP and PEP (Ken-ichi et al., 2001; Blencke et al., 2003; Servant et al., 2005). Furthermore, acetyl-CoA and long-chain fatty acids were reported as positive effectors of PEP carboxylase (Silverstein and Willis, 1973).

Most importantly, there exists a complex transcriptional regulatory network, which is involved in the primary metabolism of *Streptomyces*. One of the best-studied regulators related to carbon metabolism in the *Streptomyces* is DasR, a GntR-family transcriptional factor (Romero-Rodríguez et al., 2015). DasR revealed its direct regulation of the genes encoding citrate synthase in *Saccharopolyspora erythraea* and its N-acetylglucosamine-6-phosphate (GlcNAc-6P)-dependent influences on acetate metabolism in *S. erythraea* and *S. coelicolor* (Seo et al., 2002; Liao et al., 2014). GlnR, initially demonstrated for its regulation of nitrogen source metabolism in *Streptomyces* (Antonio et al., 2009; Wang and Zhao, 2009), was also proven to directly control the transcription of the ATP-binding cassette (ABC) transporter in Actinomycetes, which affects the uptake of carbon source (Liao et al., 2015). Moreover, several genes at the PEP-pyruvate-oxaloacetate node were known as the targets of global transcriptional regulators. *pckA*, for example, was repressed in a Crp-dependent manner, and repression was relieved at low cAMP levels (Gosset et al., 2004). Besides that, *pckA* was also induced by the catabolite repressor/activator Cra (also known as FruR) (Saier and Ramseier, 1996).

Salinomycin, being one of the important antibiotics biosynthesized by *S. albus*, has been widely utilized in agriculture as the treatment of coccidiosis for its ability to inhibit the growth of majority of gram-positive bacteria (Gumila et al., 1997). SlnR was proven as a positive pathway-specific regulator for salinomycin biosynthesis and could modulate the transcription of genes in the salinomycin biosynthetic cluster in *S. albus* (Zhu et al., 2017). In our previous study, a two-component-system (TCS) RspA1/A2 (*slnwt_4828/4829*), which is homologous to TCS AfsQ1/Q2 in *S. coelicolor*, was proven to be a positive regulator for salinomycin biosynthesis by directly binding the promoter region of the gene *slnR* in *S. albus* when grown under the condition of a YMG medium supplemented with 75 mM glutamate (unpublished work). Previously, TCS AfsQ1/Q2 was firstly reported to promote the biosynthesis of actinorhodin (ACT) and undecylprodigiosin (RED) in *Streptomyces lividans* (Ishizuka et al., 1992). In 2009, Shu et al., further demonstrated that the *afs*Q1 mutant derived from *S. coelicolor* A3(2) exhibited significantly decreased ACT, RED, and calcium-dependent antibiotic (CDA) production when cultivated on a defined minimal medium (MM) with 75 mM glutamate as the sole nitrogen source (Shu et al., 2009). Interestingly, Wang et al. suggested that TCS AfsQ1/Q2 had potential significant influences on carbon metabolism in *S. coelicolor* (Wang et al., 2012). However, the regulatory mechanism of the TCS AfsQ1/Q2 in the primary metabolism of the carbon source in *Streptomyces* has not been elucidated clearly so far.

Herein, our main aim is to explore the regulatory mechanism of TCS RspA1/A2 that affects glucose consumption through central carbon metabolic pathways for cell growth in *S. albus* when cultivated in a minimal medium (MM) supplemented with glutamate as the sole nitrogen source. To the best of our knowledge, it is the first study so far to focus on exploring the transcriptional regulatory network of TCS RspA1/A2 on the glucose metabolic pathways in the genus *Streptomyces*. Furthermore, in this work, several new binding sites of the TCS response regulator RspA1 were identified as located in glycolysis/gluconeogenesis and the TCA cycle. Finally, the differences in glucose metabolic flux distribution between mutant ΔrspA1 and the initial strain A30 were compared based on a transcriptomic dataset.

## Materials and Methods

### Bacterial Strains and Growth Conditions

The parent strain A30 (Provided by Zhejiang Biok Biology Co., Ltd.) and its derivatives were grown on ISP4 agar plates (BD, United States) for sporulation. For the shaking flask fermentation, 150 μL of the parental strain A30 and its derivatives spore suspension (OD_450_ = 1.0) was inoculated into a 500 mL flask containing 100 mL of fresh fermentation medium (glucose 10 g/L, casamino acid 5.0 g/L, NaCl 2.0 g/L, KCl 2.0 g/L, K_2_HPO_4_ 0.2 g/L, MgSO_4_ 0.1 g/L, CaCl_2_ 0.1 g/L, CaCO_3_ 2 g/L, pH 7.0) supplemented with 75 mM glutamate, or minimal medium (MM) (Islam, 2009) in which ammonium was replaced by 75 mM L-glutamate (Glu) as the sole nitrogen source, or Evans medium [25 mM TES [N-(Tris(hydroxymethyl)methyl)22-aminoethanesulfonic acid sodium salt), 2 mM citric acid, 10 mM KCl, 0.25 mM CaCl_2_, 1.25 mM MgCl_2_, 2 mM Na_2_SO_4_, 1 mM Na_2_MoO_4_, 0.5% trace elements (0.02 mM MnSO_4_⋅4H_2_O, 6 μM ZnSO_4_⋅7H_2_O, 0.02 mM H_3_BO_3_, 1 μM KI, 2 μM Na_2_MoO_4_⋅2H_2_O, 0.05 mM CuSO_4_⋅5H_2_O, 0.05 mM CoCl_2_⋅6H_2_O, 20 g/L glucose, 2 mM NaH_2_PO_4_, pH 7.2] supplemented with 75 mM glutamate.

### Construction of *rspA1* Mutants

The parent strain A30, the gene *rspA1* knocked-out mutant ΔrspA1, and its complementary mutant ΔrspA1a were constructed in this study, and primers used in this study are shown in Supplementary Table S1. Gene amplification was based on the genomic sequence of *S. albus* DSM41398^1^. The separation between *rspA1* and *rspA2* is 36 bp, indicating that *rspA1* and *rspA2* were co-transcribed, so we replaced a 586 bp fragment (located within the deletion region of *rspA1* gene) with the kanamycin resistance gene to construct a *rspA1/A2* gene deletion mutant in A30; a *Bam*HI*/Hin*dIII fragment containing the kanamycin resistance gene *neo* was ligated with *Bam*HI*/Hin*dIII-digested pJTU1278. 

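In the table that the authors deposited, SLNWT_4829 spans 5649241 to 5649918 on the minus strand and is annotated as a response regulator. SLNWT_4828, annotated as a sensor kinase, spans 5647581 to 5649203 on the same strand. Between the ends of both genes lie 37 bases.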

Then, a 3.8 kb *Bam*HI fragment of the left flanking region and a 4.0 kb *Hin*dIII fragment of the right flanking region were ligated with *Bam*HI- or *Hin*dIII-digested pJTU1278 to generate a plasmid for *rspA1* deletion, respectively. After that, the resulting plasmid was transferred into A30 by conjugation from *E. coli* ET12567/pUZ8002; the selected colonies were further confirmed by DNA sequencing. We thus obtained the *rspA1* gene deletion mutant ΔrspA1, in which the *rspA1* gene was completely deleted by double-crossover recombination.

For complementation and overexpression of *rspA1*, the whole CDS region of *rspA1* was amplified by PCR with primer pair *rspA1*-F-*Nde*I and *rspA1*-R-*Eco*RI, and the product was cloned to pMD18-T and verified via sequencing. An *Nde*I*-Eco*RI fragment with the *rspA1* gene was ligated with *Nde*I-*Eco*RI-digested pIB139 to generate pIB-*rspA1* (Bierman et al., 1992). Then, an *Eco*RI fragment containing the apramycin resistance gene *aacIV* was ligated with *Eco*RI-digested pIB-*rspA1*. The resulting plasmid was introduced into wild-type competent cells through conjugation, and apramycin-resistant exoconjugants were selected and further confirmed by PCR with corresponding PCR primers.

### Fermentation of Mutant ΔrspA1 and the Original Strain A30 in a 5 L Fermenter

The 150 μL amount of spore suspension (OD_450_ = 1.0) was inoculated into a TSBY liquid medium in a 250 mL flask and cultivated with shaking at 220 rpm on a rotary shaker at 34°C for 36 h. Then, 100 mL of the seed culture was centrifuged, and cell pellets were re-suspended in a 100 mL fermentation medium. After that, the resuspension was transferred into a 5 L bioreactor containing 3 L of fermentation medium with 20 g/L glucose. The initial pH was adjusted at 7.0 and dissolved oxygen (DO) tension at around 30% was controlled by agitation speed with a constant aeration rate of 1.0 VVM (air volume/medium volume per minute). The analysis of residual sugar and dry cell weight (DCW) was detected off-line by following standard methods. Whereas the parameters of oxygen and carbon dioxide contents in exhaust gas were analyzed on-line by mass spectrum (Thermo Scientific, Prima BT, United Kingdom), simultaneously, oxygen uptake rate (OUR) and carbon dioxide evolution rate (CER) were calculated at-line.

### RNA Extraction and RNA Sequencing

RNA samples from mutant ΔrspA1 and the parental strain A30 were analyzed at 30 h in a fermentation medium of shaking flask culture. After that, the samples were directly frozen in liquid nitrogen and stored at −80°C.

Sequencing and subsequent bioinformatics analysis were completed on Novel Bioinformatics Co., Ltd., Shanghai, China, as described previously (Zhang et al., 2019). Total RNAs were extracted with a trizol reagent (Invitrogen, Grand Island, NY, United States). The RNA quality was checked by capillary electrophoresis (Bioanalyzer 2200; Aligent, Santa Clara, CA, United States). Ribosomal RNA was depleted with Ribo-Zero^TM^ rRNA Removal Kits (Illumina Inc., San Diego, CA, United States), and the cDNA library construction was carried out using the TruSeq Stranded mRNA Library Preparation Kit (Illumina). Raw data are available on the Gene Expression Omnibus database (accession **GSE143602**).

### Overproduction and Purification of TCS Response Regulator RspA1

To express TCS response regulator RspA1, the open reading frame of *rspA1* gene was amplified by PCR from the genomic DNA of *S. albus* DSM 41398 (version: GCA_000827005.1). After digesting by restriction enzymes, gene *rspA1* encoding for RspA1 was inserted into plasmid pET28a then transformed into *E. coli* BL21 (DE3) competent cells to overexpress RspA1 protein. A single colony of transformant was picked into 5 mL of LB medium containing kanamycin and then grown at 37°C overnight. Then, cells were inoculated into 100 mL of LB medium supplemented with 50 mg/L kanamycin. 0.5 mM isopropyl-b-D-thiogalactoside (IPTG) was added when cells were grown to OD_600_ of 0.4–0.8, then the temperature was shifted to 20°C for 12 h.

Protein His-RspA1 was purified as described previously (You et al., 2017), the fractions were analyzed by SDS-PAGE and the protein concentration was determined by the BCA method using bovine serum albumin as a standard.

### Electrophoretic Mobility Shift Assay (EMSA)

The binding sites were supposed to be located on the upstream region (−300 to + 50 bp relative to transcription start site of target genes); primers were designed and attached with a universal primer (5′-AGCCAGTGGCGATAAG-3′) and are shown in Supplementary Table S1. The PCR products were biotin-labeled by PCR with a 5′ biotin-modified universal primer. Concentrations of PCR products were determined by NanoDrop 2000 (Thermo Fisher Scientific, Germany). EMSAs were carried out according to the protocol provided by Chemiluminescent EMSA Kit (Beyotime Biotechnology, China). The binding reaction consisted of 10 mM Tris-HCl pH 8.0, 25 mM MgCl_2_, 50 mM NaCl, 1 mM DTT, 1 mM EDTA, 0.01% Non-idet P40, 50 mg/L poly[d(I-C)], and 10% glycerol. After binding, the samples were separated on a non-denatured PAGE gel in ice-bath at 100 V for 90 min and transferred into an N^+^ nylon membrane (GE Amersham, United States). At last, the bands were detected by BeyoECL Plus after dyeing (Beyotime Biotechnology, China).

### RNA Preparation and Real-Time qRT-PCR

Samples were taken from *S. albus* cultures grown in a fermentation medium supplemented with 75 mM glutamate in shaking flask culture. RNA extractions were performed with an RNA extraction kit (Sangon Biotech Co., Ltd., Shanghai, China) by following the manufacturer’s instructions. To remove chromosomal DNA contamination, each RNA sample was treated with DNase I (Takara, Japan) for 5 min at 42°C and subsequently confirmed by PCR using different primer pairs (Supplementary Table S1). After that, the concentration of total RNA was determined by NanoDrop 2000 (Thermo Fisher Scientific, Germany). RNA samples (2 μg) from two biological replicates were then transcribed using a PrimeScript^TM^ RT Reagent Kit with gDNA Eraser (Takara, Shiga, Japan) for real-time RT-PCR. All these transcribed procedures mentioned above were performed as per the manufacturer’s instructions.

SYBR premix Ex Taq^TM^ GC Kit Perfect Real Time (Takara, Shiga, Japan) was used, and about 1 μL cDNA was added into 25 μL volume of PCR reaction for real-time RT-PCR. The PCR was conducted using CFX96 Real-Time System (Bio-Rad, United States) and the conditions were 95°C for 5 min, then 40 cycles of 95°C for 5 s, 58°C for 30 s, and an extension at 72°C for 10 min. For all the RT-PCR assays, 16S rRNA was used as an internal control. The relative fold changes of gene transcription were calculated by using the 2^–ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). Quantitative real-time PCR (qRT-PCR) experiments were conducted with three independent biological replicates, and error bars indicate the standard deviations (SD).

Expression of the most differentially expressed genes (*slnwt_3899*, *pyc*; *slnwt_4964*, *pck*; *slnwt_2304*, *glpX*; *slnwt_5962*, *pgi*) between mutant ΔrspA1 and the initial strain A30 was validated by qRT-PCR. The *gap* gene (*slnwt_5957)* and genes encoding PDH (*acE*, *slnwt*_3555–*slnwt*_3557) were also analyzed. The correlation between transcript abundances quantified by RNA-seq and qRT-PCR was adequate (regression coefficient of 0.74) (Supplementary Figure S1).

## Results

### Mutation of *rspA1* Affects Biomass Accumulation and Glucose Consumption Rate in *Streptomyces albus*

*S. albus rspA1* knocked-out mutant ΔrspA1 did not show any obvious variation in growth when cultured neither in TSB nor in ISP4 liquid medium (Supplementary Figures S2A,B). However, when the culture medium was replaced by MM or EVANS base medium complemented with 75 mM glutamate, mutant ΔrspA1 showed a lower biomass accumulation as compared to the original strain A30, whereas the impaired growth was partially restored in the complemented mutant ΔrspA1a (Figures 1A–C). Furthermore, we investigated the growth differences between mutant ΔrspA1 and the initial strain A30 when cultured in an MM solid plate complemented with various amino acids. No striking phenotypic differences were observed between mutant ΔrspA1 and the original strain A30 when cultured on an MM solid plate complemented with phenylalanine (Phe), histidine (His), and aspartate (Asp). However, the growth of the initial strain A30 was comparatively better than mutant ΔrspA1 when cultured in a medium with 75 mM glutamate (Supplementary Figure S3).

**FIGURE 1:**
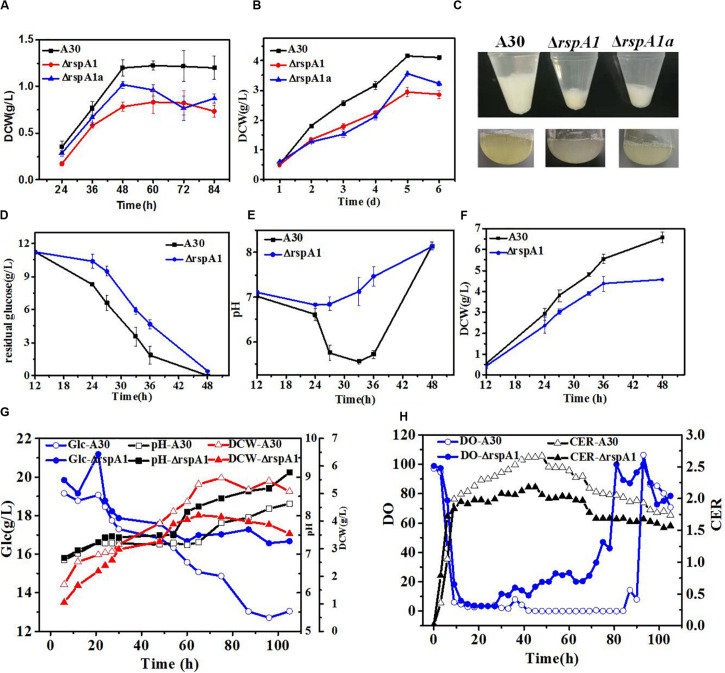
The mutation of *rspA1* affects biomass accumulation and glucose consumption rate in *Streptomyces albus* when cultured in different media. **(A,B)** Growth differences among mutant ΔrspA1, ΔrspA1a, and the initial strain A30 when cultured in an MM medium **(A)** or EVANS base **(B)** complemented with 75 mM sodium glutamate. **(C)** Pellets of a 3 mL fermentation broth after a 12 h culture. **(D–F)** Residual sugar, pH and dry cell weight (DCW) of mutant ΔrspA1, ΔrspA1a, and the initial strain A30 when cultured in a fermentation medium complemented with 75 mM sodium glutamate. **(G)** Parameters of residual sugar, pH, and DCW when cultured in a 5L bioreactor. **(H)** On-line parameters of dissolved oxygen (DO) and carbon dioxide evolution rate (CER) in exhaust gas when cultured in a 5 L bioreactor.

In order to further explore the effects of organic nitrogen and inorganic nitrogen sources on the cell growth of mutant ΔrspA1 and the original strain A30, the growth differences between mutant ΔrspA1 and the original strain A30 were compared when the nitrogen source in the fermentation medium of shaking flask culture was 5 g/L ammonium sulfate and 75 mM sodium glutamate, respectively. As shown in Supplementary Figures S2C–E, when 5 g/L ammonium sulfate was used as a nitrogen source, the trends of glucose consumption rate, pH, and DCW exhibited no significant differences between mutant ΔrspA1 and the original strain A30. However, when 75 mM glutamate was used as a nitrogen source, the sugar consumption rate of the original strain A30 was significantly faster than that of mutant ΔrspA1 within the first 33 h of culture time. With the decrease of glucose content, the sugar consumption rate of strain A30 started to slow down at 33 h. Although mutant ΔrspA1 consumed the same amount of carbon source as the original strain A30 during the entire culture course, the ultimate glucose consumption rate of mutant ΔrspA1 was smaller than the original strain A30 (Figure 1D). As a result, the original strain A30 accumulated more biomass, up to 6.6 g/L, which is 43% more than that of mutant ΔrspA1.

To verify differences in the physiological state between mutant ΔrspA1 and original strain A30, both of them were cultivated in a 5 L fermenter, respectively. As shown in Figures 1G,H, the profiles of residual sugar, pH, and DCW in a 5 L fermenter were consistent and almost the same as in shaking flask culture (Figures 1D–F). Generally, with regard to mutant ΔrspA1 fermentation, the DO started to increase when glucose was no longer consumed at around 40 h in fermentation broth, which is earlier than the initial strain A30 that occurred at around 80 h. Meanwhile, the CER of mutant ΔrspA1 was found lower than that of the initial strain A30 due to its slower glucose consumption, corresponding with the trend of residual sugar concentration (Figures 1G,H). Conclusively, the TCS response regulator gene *rspA1* was knocked out, resulting in the impaired cell growth and a smaller glucose consumption rate of mutant ΔrspA1 when glutamate was utilized as the sole nitrogen source in fermentation medium. As such, the transcriptional regulatory mechanism of TCS RspA1/A2 affecting glucose primary metabolism through central carbon metabolic pathways is further investigated in the following works.

### RspA1 Directly Activates the Transcription of *acsA* Gene

Using a previous training set developed for RspA1 binding-site (RspA1-Box) prediction (Wang et al., 2012), putative binding sites of the RspA1 were found in the upstream region of acs genes *slnwt_6888* and *slnwt_2998* (*slnwt_6888*: TGTTCGTAGGTGCCAC; *slnwt_2998*:CCTCCGATCCTGGCAC). Acetyl-CoA synthase is essential for cell growth in the MM medium, with acetate as the sole carbon source (You et al., 2017). Furthermore, Acetyl-CoA synthase catalyzes the synthesis of acetyl-CoA with acetate as the substrate, which is a crucial supply for acetyl-CoA. Therefore, Acetyl-CoA synthase could be a potential control point for TCS RspA1/A2.

Based on the KEGG database^2^, there are four putative genes (*slnwt_0620*, *slnwt_6888*, *slnwt_2998*, *slnwt_6934)* encoding AMP-forming acetyl-CoA synthases (EC6.2.1.1, Acs). Generally, there are three conserved domains in AMP-forming acetyl-CoA synthases: Acs encoded by the gene *slnwt_2998* or *slnwt_6934* have the whole three conserved domains, however, Acs translated by *slnwt_0620* or *slnwt_6888* lacks the ASAS_N domain (Figure 2A). In order to identify distinctions among the four isozymes, a phylogenetic tree analysis was performed between the Acs from *S. albus* and other microorganisms, including YtcI of *Bacillus subtilis*, Acs of *E. coli*, *S. erythraea*, and *Mycobacterium smegmatis*. Notably, *slnwt_0620* and *slnwt_6888* had 69.35% identity in amino acid sequence, showing a high homology with AcsA4 of *M. smegmatis*. Acetyl-CoA synthases, encoded by gene *slnwt_2998* and *slnwt_6934*, shared a 39% similarity in amino acid sequence, and they showed a high degree of homology with Acs of *E. coli*, *S. erythraea*, and *M. smegmatis* (Figure 2B). In order to study the transcript level of these four genes (*slnwt_0620*, *slnwt_6888*, *slnwt_2998*, *slnwt_6934*) in *S. albus* at different growth phases, RT-qPCR analysis was conducted when *S. albus* and its mutants were grown in TSB liquid medium for 36 and 48 h, respectively. As shown in Figure 2C, at the early stage of growth phase (36 h), the transcript level of the gene *slnwt_2998* was the highest, followed by *slnwt_6934*, and the transcript level of gene *slnwt_0620* was the lowest. At the end of the growth phase (48 h), the transcript level of *slnwt_2998* was decreased, while transcription of *slnwt_6888* was increased and *slnwt_0620* continued to maintain a very low level. It is assumed that Acs encoded by *slnwt_2998* might play a major catalytic role than Acs encoded by *slnwt_0620* due to its lowest transcript level in *S. albus*.

**FIGURE 2:**
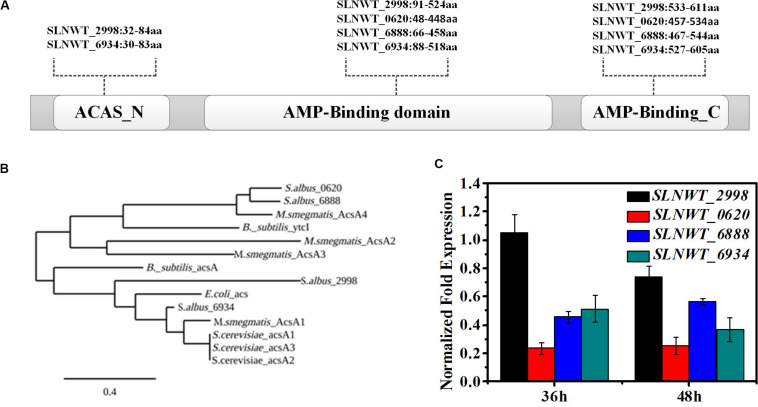
RspA1 directly controls the transcription of *acsA*. **(A)** Predicted domains of Acs are shown in differently colored boxes. **(B)** Phylogenetic analysis of ACSs of *S. albus* with ACSs from *Escherichia coli*, *Bacillus subtilis*, *Saccharopolyspora erythraea*, and *Mycobacterium smegmatis*. The phylogenic tree was generated using the Phylogeny.fr platform (Dereeper et al., 2008). **(C)** The transcript levels of the four *acs* genes in the original strain A30 grown in TSB liquid medium for 36 and 48 h separately. Fold changes represent the level of expression compared to the expression of the gene *slnwt_2998*. Error bars show standard deviation from three independent experiments.

To evaluate the impact of *rspA1* mutation on the expression of Acs in *S. albus*, the MM medium with 0.4% acetate as the sole carbon source was used in shaking flask culture. As presented in Figure 3B, the deletion of *rspA1* impaired the cell growth of *S. albus* grown on acetate as carbon source with a 50% decrease in biomass as compared to the original strain A30. However, the growth of complementary mutant ΔrspA1a was restored to some extent when gene *rspA1* was complemented into mutant ΔrspA1. It indicates that the growth defect of mutant ΔrspA1 was due to the absence of *rspA1*. In order to investigate how RspA1 acts on Acs genes, promoter regions of these four genes (−250 to 50 bp from the translation site ATG) encoding Acs were amplified and labeled by biotin to perform electrophoretic mobility shift assays. EMSA results revealed that protein RspA1 could directly bind to the promoter regions of genes *slnw_2998* and *slnwt_6888*, respectively, as DNA probes containing its corresponding promoter region clearly shifted when incubated with the purified recombinant protein RspA1 (Figure 3A). It is suggested that the ACS genes *slnwt_2998* and *slnwt_6888* of *S. albus* were subjected to transcriptional regulation by protein RspA1. However, according to the facts, the promoters of genes *slnwt_0620* and *slnwt_6934* were not bound by the response regulator protein RspA1 (Supplementary Figure S4), and there was a very low transcript level in *S. albus* (Figure 2C). Therefore, it was concluded that the Acs encoded by *slnwt_0620* and *slnwt_6934* could not play a dominant catalytic activity in *S. albus* A30. Meanwhile, the results obtained from qRT-PCR showed that the transcription level of genes *slnwt_2998* and *slnwt_6888* was significantly down-regulated in the Δ*rspA1* mutant as compared to the original strain A30, and this decrease was mostly restored in the complemented strain ΔrspA1a (Figure 3C). To this end, all these findings demonstrated that the protein RspA1 could directly activate the transcription of *acsA* genes *slnwt_2998* and *slnwt_6888* in *S. albus*, followed by Acs translation, which ultimately affects the consumption of carbon source.

**FIGURE 3:**
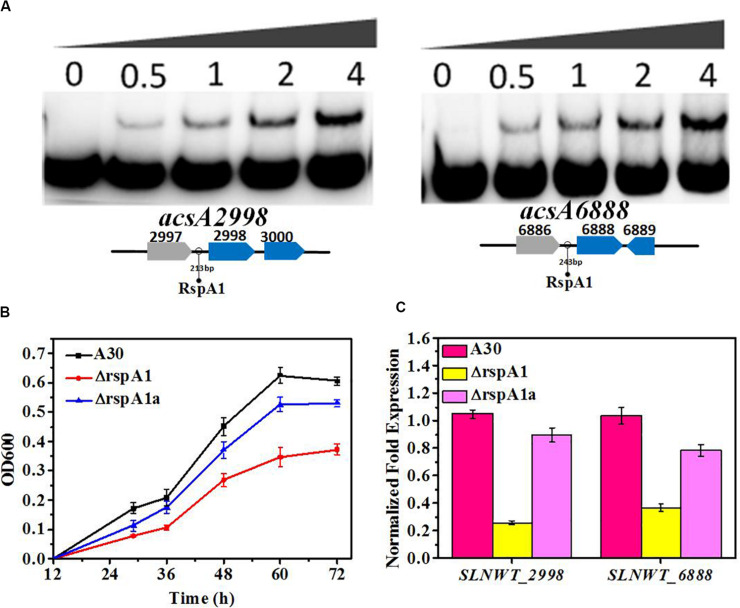
RspA1A2 system directly regulates the transcription of *acsA* in *S. albus*. **(A)** EMSAs of His-RspA1 protein with upstream promoter regions of *slnwt_2998* and *slnwt_6888*. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, 1, and 4.0 μg). An excess of poly(d[I-C]) was included in every lane as an internal control to avoid non-specific binding of the protein to the DNA. **(B)** Growth curves of shaking flask fermentation in MM medium complemented with 75 mM glutamate with 0.4% acetate as the sole carbon. OD_600_ was detected to represent the cell density of *S. albus*. **(C)** Transcript level of genes *slnwt_2998* and *slnwt_6888* in A30 rspA1-deletion strain ΔrspA1 and complementary strain ΔrspA1a at 48 h.

### The Transcription of the Citrate Synthase Gene Was Directly Controlled by RspA1

Citrate synthase (CS, EC 2.3.3.1) catalyzes the initial reaction of the TCA cycle and influences the glucose consumption rate in bacteria. *S. albus* harbors four putative genes encoding citrate synthase (*slnwt_1427*, *slnwt_1428*, *slnwt_4294*, *slnwt_5026*) (KEGG database)^2^. The gap between *slnwt_1427* and *slnwt_1428* is 194 bp, and they have an opposite translation direction, indicating that these two genes may share the same promoter. In order to predict the functions of these four genes, a phylogenetic tree was created between CS from *S. albus* and other microorganisms (*S. erythraea*, *E. coli*, *C. glutamicum*, *B. subtilis*, and *S. coelicolor*). The results showed that citrate synthases encoded by *slnwt_1427* and *slnwt_4294* had 42% identity in amino acid sequence and exhibited partial similarity with the CitA of *B. subtilis* (25% for *slnwt_1427* and 25.3% for *slnwt_4294*). Interestingly, citrate synthases encoded by *slnwt_5026* showed 90.85% similarity with the CitA of *S. coelicolor*. However, the citrate synthase encoded by *slnwt_1428* in *S. albus* is distinctive from traditional citrate synthase from other bacterial species (Figure 4A).

**FIGURE 4:**
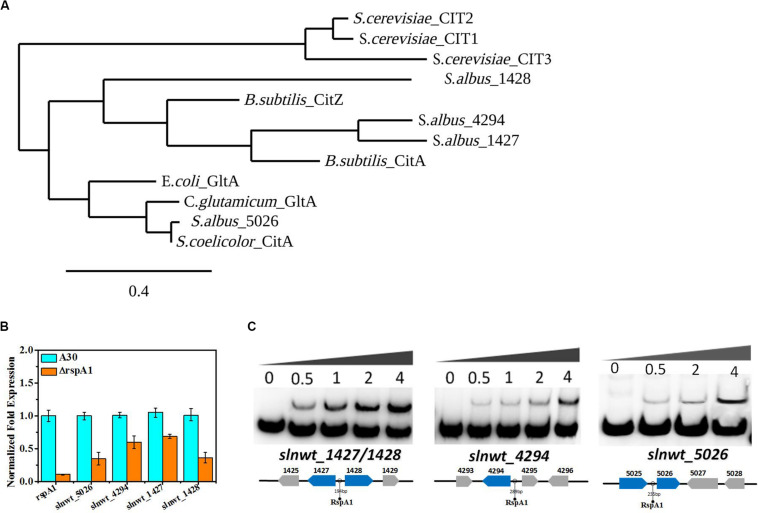
RspA1 directly controls the transcription of citrate synthase. **(A)** Phylogenetic analysis of CSs of *Saccharopolyspora erythraea* with CSs from *Escherichia coli* (GltA,YP_006128080), *Bacillus subtilis* (CitZ,WP_003223555; CitA,WP_003244745), *Corynebacterium glutamicum* (GltA, WP_015439438), *Saccharomyces cerevisiae* (CIT1, EDN62808; CIT2, EDN62126; CIT3, EDN61138), and *Streptomyces coelicolor* (CitA, CAB66275). The phylogenic tree was generated using the Phylogeny.fr platform (Dereeper et al., 2008). **(B)** The transcript levels of the four CSs genes in the original strain A30 and mutant ΔrspA1 grown in a fermentation medium at 36 h. Error bars show standard deviation from three independent experiments. **(C)** EMSAs of His-RspA1 protein with upstream promoter regions of *slnwt_1427*, *slnwt_1428*, *slnwt_4294*, and *slnwt_5026*. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, 1, and 4.0 μg). An excess of poly(d[I-C]) was included in every lane as an internal control to avoid non-specific binding of the protein to the DNA.

Besides that, the TCA cycle also plays a crucial role in the utilization of carbon sources. Therefore, it is essential to check the transcript level of genes encoding the key enzyme citrate synthase in the TCA cycle. The results showed that the transcript level of genes (*slnwt_1427*, *slnwt_1428*, *slnwt_4294*, *slnwt_5026*) had a significant decrease in mutant ΔrspA1 as compared with the original strain (Figure 4B). As citrate synthase is located at the entry point of the TCA pathway, its lower transcription level indicated that the flux of the TCA cycle was reduced to some extent, leading to less-consumed glucose in *rspA1* gene-deficient mutant ΔrspA1. Unexpectedly, electrophoretic mobility shift assay results also revealed that protein RspA1 could directly bind to the promoter regions of the genes *slnwt_1427*, *slnwt_1428*, *slnwt_4294*, and *slnwt_5026*, respectively (Figure 4C). Conclusively, these findings demonstrated that the transcription of citrate synthase was directly activated by protein RspA1, and the precise regulation of the conversion of acetyl-CoA to TCA cycle was controlled by RspA1 in *S. albus.*

### The PEP–Pyruvate–Oxaloacetate Node Was Regulated by Protein RspA1

The PEP-pyruvate-oxaloacetate node was located in the metabolic link between glycolysis/gluconeogenesis and the TCA cycle which, acts as a highly central control point for glucose consumption and glucose-generating metabolism (Sauer and Eikmanns, 2005). In this study, we found that RspA1 could regulate the transcription of the gene *pdh* encoding PDH in the glycolysis pathway and CS gene transcription at the TCA cycle. Therefore, it can be hypothesized that the glucose consumption rate was strongly regulated by RspA1 via the PEP–pyruvate–oxaloacetate node in *S. albus*.

Under glycolytic conditions, the final products of glycolysis PEP and pyruvate entered the TCA cycle via acetyl-CoA (oxidative pyruvate decarboxylation and fueling of the cycle). So, we firstly checked the transcript level of key genes in the flux of pyruvate transformation to acetyl-CoA by qRT-PCR analysis, and these are the genes that encode PDH (*acE*, *slnwt* _3555–*slnwt* _3557). The gap between genes *slnwt* _3555–*slnwt* _3557 was 1 and 4 bp, indicating that these three genes were co-transcribed and encoded PDH to catalyze pyruvate transformation into acetyl-CoA. The results obtained from qRT-PCR analysis revealed that the transcript level of genes encoding PDH (*slnwt*_3556–*slnwt*_3557) was down-regulated in mutant ΔrspA1 as compared to the original strain A30 (Figure 5A), which means that the conversion of pyruvate into acetyl-CoA was decreased on account of the *rspA1* defect. Interestingly, it was also found that the transcript level of genes encoding glyceraldehyde-3-phosphate dehydrogenase (G3P) (*gap*, *slnwt_*5957) was declined in mutant ΔrspA1 (Figure 5A). Moreover, the expression of genes *pfkA* (*slnwt_1861*, *slnwt_7260*) and *pyk* (*slnwt_1865*, *slnwt_5886*) showed no corresponding changes in mutant ΔrspA1 (Supplementary Figure S5). Then, we further explored whether the protein RspA1 could directly bind to the promoter of these genes. Therefore, the putative promoter regions (+50 bp to −250 bp from the translation site ATG) of the genes *slnwt_*5957 and *slnwt*_3555–*slnwt*_3557 were amplified and labeled by biotin. As shown in Figure 5B, the protein RspA1 could directly bind to the promoter regions of genes *slnwt_*5957 and *slnwt*_3555–*slnwt*_3557. Hence, these EMSA results provided us a solid evidence to support the fact that RspA1 can promote the expression of the gene *pdh* and directly control the flux of pyruvate into acetyl-CoA.

**FIGURE 5:**
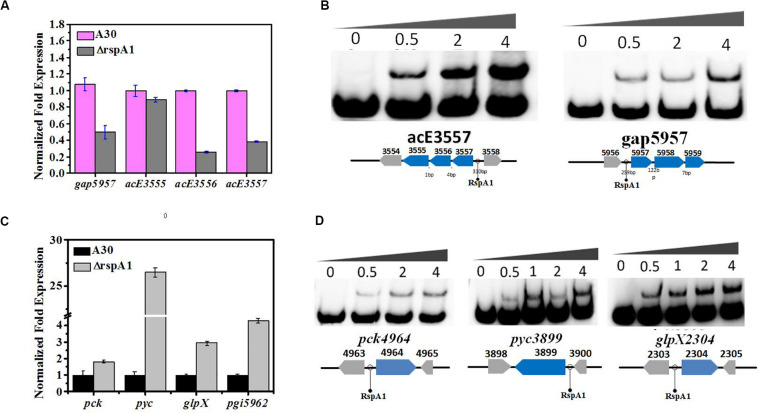
RspA1A2 system regulates the PEP–pyruvate–oxaloacetate node in *S. albus*. **(A)** Transcription level of genes *slnwt_5957*, *slnwt_3555*–*3557* in A30 and *rspA1*-deletion strain (ΔrspA1). **(B)** EMSAs of His-RspA1 protein with upstream promoter regions of *slnwt_3557* and *slnwt_5957*. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, and 4.0 μg). **(C)** Transcript level of genes *pck*, *pyc*, *glpX*, and *pgi* in A30 and *rspA1*-deletion strain. **(D)** EMSAs of His-RspA1 protein with upstream promoter regions of *pck, pyc*, and *glpX*. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, 1.0, 2.0, and 4.0 μg). An excess of poly(d[I-C]) was included in every lane as an internal control to avoid non-specific binding of the protein to the DNA.

As *rspA1* defect decreased the flux of pyruvate transformation into acetyl-CoA, to identify a potential adaptive and anaplerotic pathway by which mutant ΔrspA1 maintains the balance of pyruvate, transcription analysis for the flux of gluconeogenesis was carried out. The expression of three key genes in the gluconeogenesis pathway was checked, which were *pyc*, *pck, glpX*, and *pgi* (pyc, *slnwt_3899*; *pck*, *slnwt_4964*; *glpX*, *slnwt_2304*; *pgi*, *slnwt_5962*). Interestingly, the expression of genes *pyc*, *pck, glpX*, and *pgi* was significantly up-regulated in mutant ΔrspA1 (Figure 5C). Besides that, the results obtained from EMSAs showed that RspA1 could directly bind the promoter regions of *pyc*, *pck*, and *glpX* (Figure 5D). Consequently, these findings revealed the RspA1-dependent regulation of the PEP-pyruvate-oxaloacetate node. Specifically, on the one hand, *rspA1* defect directly decreased the flux of pyruvate transformation into acetyl-CoA; on the other hand, *rspA1* defect increased the flux of gluconeogenesis to produce glycogen. This regulation strategy can ensure appropriate distribution between anaplerotic/gluconeogenic (PEP synthase) and catabolic (pyruvate dehydrogenase complex, PDH) flux when both enzymes compete for the pyruvate substrate in *S. albus*.

### Differentially Expressed Genes (DEGs) in Primary Metabolism Pathway Between Mutant ΔrspA1 and the Initial Strain A30

In order to understand the global regulation of TCS RspA1/A2 on carbon source metabolism at transcriptional level, the transcriptomic datasets between mutant ΔrspA1 and the original strain A30 were compared at the early growth phase (30 h) in a fermentation medium complemented with 75 mM glutamate in shaking flask culture. As a result, 1326 genes showed altered expression in mutant ΔrspA1 as compared with the original strain A30 (Figure 6). 

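The RNA-seq comparison held 4 libraries taken at 30 h, A30 replicates 1 and 3 and ΔrspA1 replicates 2 and 3 (n = 2 per strain). In the table that the authors deposited, expression was given as RPKM, the reads per kilobase of gene scaled to the reads counted on genes in that library, for 7411 genes, among them 63 tRNA genes and 18 rRNA genes. A product annotation was given for 4623 of the genes. The programs used for alignment and counting are not given in the sources used here, nor whether reads shared by similar genes were counted. Gene lengths were multiples of 3 for 99.1% of the genes and were read as coding lengths, apart from the tRNA and rRNA genes. In every library 99.99% of the values were whole multiples of the value that a single read gives (within 0.02 reads), so the reads on each gene could be recovered. Reads counted on genes came to 7749339 and 9007929 in the A30 libraries (replicates 1 and 3) and 5610623 and 10295209 in the ΔrspA1 libraries (replicates 2 and 3). The rRNA genes took 12.9% and 13.5% of these reads in A30 and 22.6% and 11.7% in ΔrspA1.

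The strains were compared on log2(RPKM + 1) with limma, using a trend of the variance with expression, over the 6105 genes with a mean of at least 1 RPKM in the 4 libraries. A gene was called a DEG when its p, adjusted by the Benjamini-Hochberg method over all genes tested, was under 0.03, without a minimum fold change. Changes are given as log2(ΔrspA1/A30) with the standard error (SE). With 2 libraries against 2, a two-sided exact permutation test of a single gene cannot give a p below 0.333, so calls rest on the spread that limma pools over genes. In simulated data with 200 changed genes, 85% of the genes changed by 16-fold were recovered among 6043 genes, with 175 calls of which 5 were false. None of the genes changed by 4-fold passed the threshold among 6012 genes. In the simulation both strains had the same spread, drawn without regard to expression, and only 200 genes changed. It therefore does not give the power in these data, where changes down to 1.26 on the log2 scale passed. Counting intervals and limits given for single genes cover counting error only.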

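With limma and Benjamini-Hochberg adjustment, 364 of the 6105 genes tested passed the threshold. The smallest change among them was 1.26 on the log2 scale, up or down, and the median was 2.62. In all 364 genes both values of one strain lay above both values of the other. Such a separation was found in 3925 of all genes tested (64.3%), against 33.3% by chance. The number of DEGs moved most with the library left out. With an A30 library left out the spread comes from the ΔrspA1 libraries alone, which lie close together, so genes pass more easily. Passing the threshold in such a fit, here and below, therefore adds no support. Without A30 replicate 3 there were 2359 DEGs and without A30 replicate 1 there were 1377. Without ΔrspA1 replicate 2 or 3 there were 0 DEGs by limma, with 757 and 788 genes at an unadjusted p under 0.05, since the spread then came from the A30 libraries alone. At an unadjusted p under 0.03, 1514 genes were counted over all 4 libraries.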

As expected, the *rspA1* transcript was absent in the ΔrspA1 mutant (Supplementary Table S2). 

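The gene annotated as the response regulator (SLNWT_4829) had 104 and 93.5 RPKM in A30 replicates 1 and 3, and 0 and 0.287 RPKM in ΔrspA1 replicates 2 and 3. These values rest on 1117 reads in the A30 libraries together and 2 reads in the ΔrspA1 libraries. The A30 level was 530 times the ΔrspA1 level, with an exact 95% binomial interval of 146 to 4383. A count of 0 in ΔrspA1 replicate 2 allows a level of up to 0.789 RPKM (3 reads). The neighbouring gene for the sensor kinase (SLNWT_4828) had 41.9 and 36.3 RPKM in A30, and 0.220 and 0.120 RPKM in ΔrspA1, from 1058 and 4 reads. On the log2(RPKM + 1) scale the changes were −6.46 (SE 0.31, adjusted p = 0.00120 from limma) for SLNWT_4829 and −5.10 (SE 0.32, adjusted p = 0.00166 from limma) for SLNWT_4828. With ΔrspA1 replicate 2 or 3 left out, the adjusted p from limma rose to 0.0733 and 0.0704 for SLNWT_4829, and to 0.0846 and 0.0864 for SLNWT_4828.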

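Of the DEGs called by limma, 124 (34.1%) were higher in ΔrspA1 and 240 were lower, while 5741 of the genes tested were not called. At an unadjusted p under 0.03, 723 genes were higher and 791 lower. Over all genes tested the median change was −0.011 on the log2 scale.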

Out of 1326 transcripts, 510, which are 38% of the total, were up-regulated in the ΔrspA1 mutant as compared to the initial strain A30, whereas 816 out of 1326 transcripts exhibited up-regulation and 5131 transcripts did not show significant variations (Figure 6 and Supplementary Figure S6).

**FIGURE 6:**
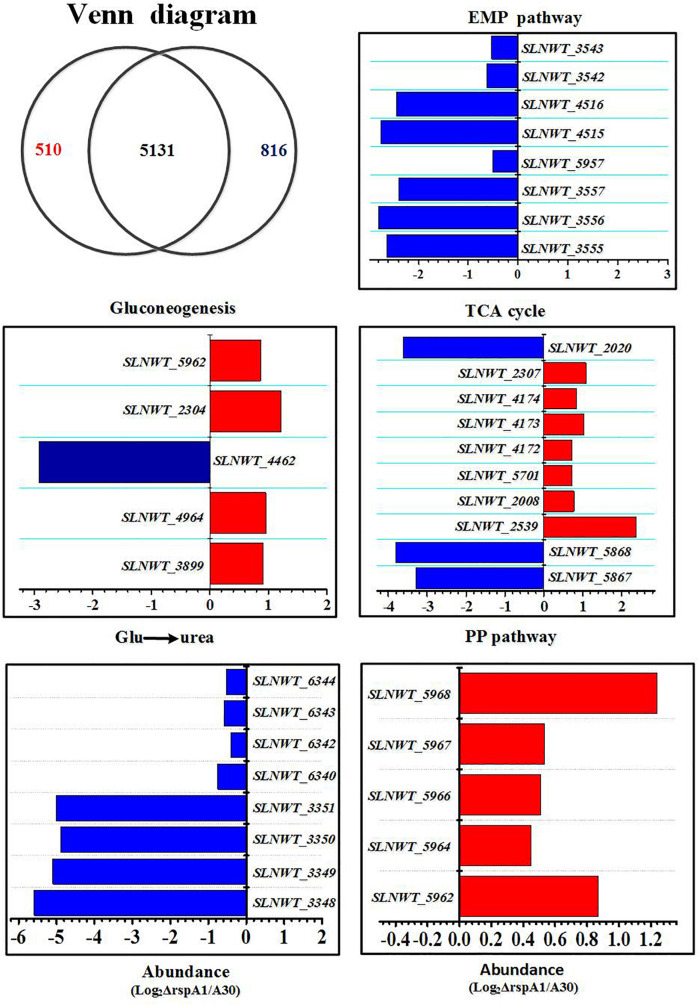
Transcriptomic analysis of the ΔrspA1 mutant and the original strain A30. Mutant ΔrspA1 vs. the original strain A30 at 30 h on fermentation cultures complemented with 75 mM glutamate in shaking flask culture. Venn diagram shows transcripts with significant up-regulation (*p* < 0.03) in the original strain A30 (816 transcripts) or mutant ΔrspA1 (510 transcripts), and transcripts without significant variations (5131 transcripts). Histograms show the abundance of the transcripts with significant variations (*p* < 0.03) discussed in the text. Abundance values (average from two biological replicates) are shown. For details of genes expression, please see Supplementary Table S2.

Several key genes involved in primary metabolism were differentially expressed in mutant ΔrspA1 as compared to the initial strain A30 (Figure 6). 

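Among the genes that the paper names by locus tag, 61 were tested, and 13 of them passed the threshold in limma over all genes. All 13 were lower in ΔrspA1. Adjusted over the list alone the number was 20, which is no independent evidence because the study chose part of the list on these libraries. In 51 of the 61 genes both values of one strain lay above both of the other. By pathway, 5 of 10 genes of the EMP pathway passed the threshold, 2 of 12 genes around glutamate and the TCA cycle, 4 of 8 *arg* genes, and 0 of 5 genes of gluconeogenesis and 0 of 4 genes of the PPP, of which 5 and 1 had an unadjusted p under 0.05. The 10 EMP genes are *gap*, 7 PDH genes and the tags SLNWT_4115 and SLNWT_4116 of the paper's text. All 5 that passed are PDH genes. The *pfkA* and *pyk* genes were counted apart, and 0 of 4 passed. With voom on the recovered reads, chosen after seeing the data, the numbers for these pathways were the same. At an unadjusted p under 0.03 the number was 27 of the 61 genes. Leaving out A30 replicate 1 or 3 brought the number of the 61 genes past the threshold to 31 and 38, and leaving out ΔrspA1 replicate 2 or 3 brought it to 0.

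**Figure D1:**
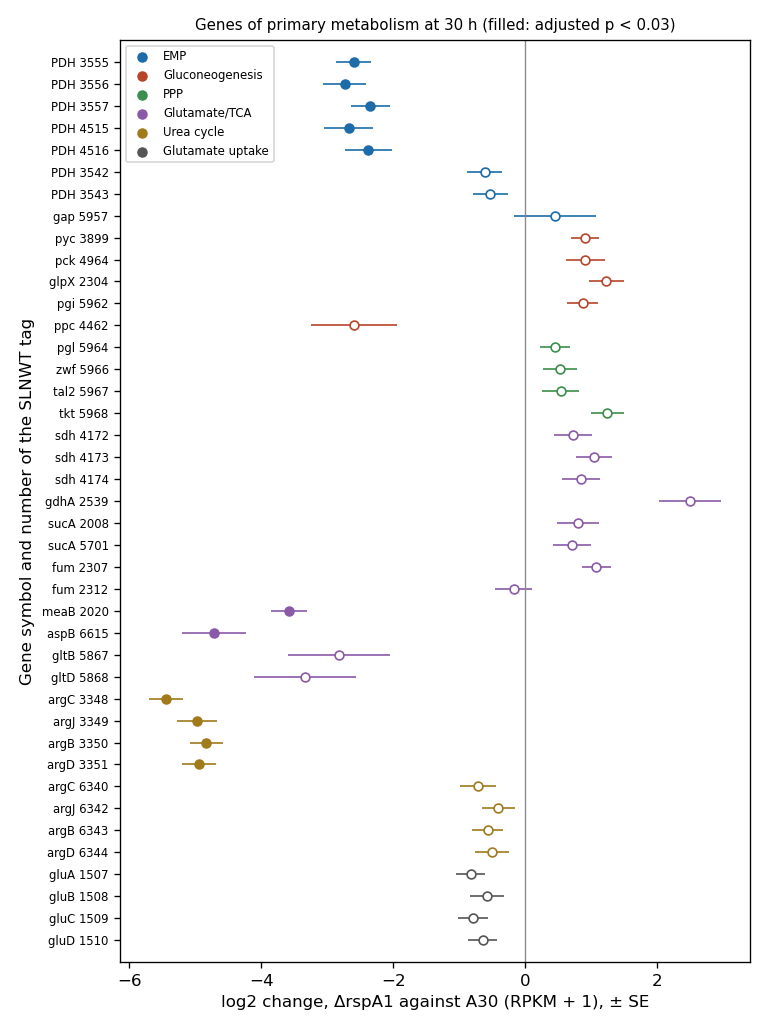
Change of 41 genes of primary metabolism and glutamate uptake, as log2(ΔrspA1/A30) of RPKM + 1 on the x axis with bars of ± SE from limma, n = 2 libraries per strain. Genes are listed on the y axis by symbol and number of the locus tag and coloured by pathway. Filled points passed the adjusted p threshold of 0.03 (11 genes) and open points did not, and all 11 filled points lie below 0. The point for *pyc* is drawn from the values as deposited. The *pfkA*, *pyk*, *acs*, *cit* and *pst* genes are not drawn.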

Herein, our attention was focused on DEGs located in the EMP pathway, the TCA cycle, gluconeogenesis, and the pentose phosphate pathway (PPP pathway). The expression of genes located in the EMP pathway was strikingly down-regulated in mutant ΔrspA1, including genes encoding PDH (*slnwt* _3555–*slnwt* _3557, *slnwt_4115*–*slnwt_4116*, *slnwt_3542*–*slnwt_3543*), and the gene encoding glyceraldehyde-3-phosphate dehydrogenase (*gap*, *slnwt_5957)* (Figures 6, 7). 

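The PDH genes SLNWT_3555 to SLNWT_3557 lie side by side on the minus strand (4278891 to 4282608) and overlap by 1 and 4 bases. SLNWT_3555 had 469.8 ± 115 RPKM in A30 and 75.5 ± 3.96 in ΔrspA1 (mean ± SD, n = 2), a change of −2.60 (SE 0.26, adjusted p = 0.00645 from limma). For SLNWT_3556 and SLNWT_3557 the changes were −2.74 and −2.35 (adjusted p = 0.0114 and 0.0135 from limma). Supplementary Table S2 lists SLNWT_4515 and SLNWT_4516 as PDH genes, where the text has SLNWT_4115 and SLNWT_4116. SLNWT_4516 is annotated as a pyruvate flavodoxin/ferredoxin oxidoreductase domain protein. SLNWT_4515 changed by −2.67 (adjusted p = 0.0184 from limma), from 2302 ± 1018 to 342 ± 7.74 RPKM (mean ± SD, n = 2), and SLNWT_4516 by −2.38 (adjusted p = 0.0226 from limma). Under median-ratio scaling and under scaling without rRNA, both chosen after seeing the data, the adjusted p of SLNWT_4516 from limma was 0.0303 and 0.0311. SLNWT_4115 has no annotation in the table and had values between 1.65 and 3.56 RPKM in the 4 libraries. SLNWT_4116 is annotated as an MFS domain-containing protein and changed by −1.60 (adjusted p = 0.148 from limma), by −2.45 without A30 replicate 1 (adjusted p = 0.000373) and by −0.74 without A30 replicate 3 (adjusted p = 0.105).

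For SLNWT_3542 and SLNWT_3543 the changes were −0.62 and −0.53, with all A30 values above all ΔrspA1 values but adjusted p = 0.188 and 0.233 from limma. SLNWT_3542 passed the threshold without A30 replicate 1 (adjusted p = 0.0170) and not without A30 replicate 3 (0.170). The gene *gap* (SLNWT_5957, 6900528 to 6901535) had 1789.8 RPKM in A30 replicate 1 and 6003 in A30 replicate 3, and 4130.0 and 4877 RPKM in ΔrspA1. Its change was 0.45 (SE 0.62, adjusted p = 0.639 from limma), smaller than the spread between the A30 libraries. Without A30 replicate 1 the change of *gap* was −0.42 (adjusted p = 0.307 from limma), and without A30 replicate 3 it was 1.33 and passed the threshold (adjusted p = 0.00144).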

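The gene *pyc* (SLNWT_3899, pyruvate carboxylase, 4627354 to 4630728) was listed at 119 and 125 RPKM in A30 replicates 1 and 3 and at 232 and 228 RPKM in ΔrspA1 replicates 2 and 3, a change of 0.91 (SE 0.21, adjusted p = 0.0584 from limma). In this gene alone, of 7411, the values were not whole numbers of reads in their own libraries. Each of the 4 values was a whole number of reads, within 0.00014 reads, with the read step of a library of the other strain. With the values of the strains exchanged, an alternative chosen after this was seen, the change of *pyc* was −0.91 in place of a rise. The gene *pck* (SLNWT_4964, 5795984 to 5797813) had 15.7 ± 2.49 RPKM in A30 and 30.4 ± 6.23 in ΔrspA1 (mean ± SD, n = 2), with adjusted p = 0.113 from limma. For *glpX* (SLNWT_2304, 2872890 to 2873921) the means were 73.7 ± 17.4 and 172 ± 16.4 RPKM (± SD, n = 2), a change of 1.23 (SE 0.27, adjusted p = 0.0503 from limma). In *pgi* (SLNWT_5962) the change was 0.87 (adjusted p = 0.0767 from limma). The gene *ppc* (SLNWT_4462, 5246475 to 5249213) had 539.7 and 2122 RPKM in A30 replicates 1 and 3 and 177 and 175 RPKM in ΔrspA1, with adjusted p = 0.0663 from limma. With all 4 libraries none of these 5 genes passed the threshold in limma or voom, although all had an unadjusted p under 0.05 and the values of the strains did not overlap in any of them. Without A30 replicate 1 the changes of *pyc*, *pck*, *glpX* and *pgi* were 0.87, 0.76, 0.99 and 0.72, with *pyc* as deposited. Without A30 replicate 3 they were 0.94, 1.06, 1.47 and 1.02. The change of *ppc* was −2.60 with all libraries, −3.59 without A30 replicate 1 and −1.61 without A30 replicate 3.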

The transcript level of genes encoding the key enzymes located in the gluconeogenesis pathway exhibited variations in the mutant: the genes *pyc*, *pck*, and *glpX* involved in flux of pyruvate transformation into glucose were up-regulated, and the expression of the gene (*ppc*, *slnwt_4462)* encoding phosphoenolpyruvate carboxylase to catalyze PEP transformation into oxaloacetate (OAA) was down-regulated in mutant ΔrspA1 (Figures 6, 7). These findings were consistent with previous results obtained from qRT-PCR (Figure 5). Moreover, these findings demonstrated that the *rspA1* defect markedly enhanced pyruvate-driven gluconeogenesis and decreased the flux of pyruvate into acetyl-CoA. In addition, the flux of PPP pathway was enhanced due to the increased flux of the gluconeogenesis pathway which directly provided precursors for the PPP pathway (Figures 6, 7). 

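The PPP genes *pgl*, *zwf*, *tal2* and *tkt* lie between 6907308 and 6914050 on the minus strand (SLNWT_5964 and SLNWT_5966 to SLNWT_5968). All 4 were higher in both ΔrspA1 libraries than in both A30 libraries. The largest change was that of *tkt*, from 728 ± 28.7 RPKM in A30 to 1724 ± 112 in ΔrspA1 (mean ± SD, n = 2), or 1.24 (SE 0.25, adjusted p = 0.0430 from limma). For *pgl*, *zwf* and *tal2* the changes were 0.45, 0.53 and 0.54, with adjusted p = 0.245, 0.223 and 0.251 from limma. Without A30 replicate 1 the change of *tkt* was 1.20, and without A30 replicate 3 it was 1.28.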

The expression of the genes (*sdh*, *slnwt_4172*–*slnwt_4174*; *gdhA*, *slnwt_2539*; *sucA*, *slnwt_2008* and *slnwt_5701*; *fum*, *slnwt_2307*, and *slnwt_2312*) involved in the flux of glutamate transformation into oxaloacetate through the TCA cycle was up-regulated; the genes *meaB*, *slnwt_2020* and *aspB*, *slnwt_6615* were significantly down-regulated in mutant ΔrspA1. In contrast, the flux of glutamate converting into a urea cycle was decreased, whereas the genes *argB*: *slnwt_3350*, *slnwt_6343*; *argC*: *slnwt_3348*, *slnwt_6340*; *argD*: *slnwt_3351*, *slnwt_6344*; *argJ*: *slnwt_3349*, *slnwt_6342* were significantly down-regulated in mutant ΔrspA1 (Figures 6, 7). Moreover, the results suggested that the *rspA1* defect increased the flux of glutamate transformation into oxaloacetate through the TCA cycle but decreased the flux of glutamate transformation into a urea cycle. 

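Of the 8 genes *sdh*, *gdhA*, *sucA* and *fum*, 7 were higher in ΔrspA1, and none passed the threshold in limma, whereas 4 had an unadjusted p under 0.05 and 3 under 0.03. With voom 0 of the 8 passed. Leaving out A30 replicate 1 brought 4 past it (SLNWT_2008, SLNWT_2307, SLNWT_4173 and *gdhA*), and leaving out A30 replicate 3 brought 5 past it (the 3 *sdh* genes, SLNWT_2307 and *gdhA*). The *sdh* genes SLNWT_4172 to SLNWT_4174 (4923724 to 4927098) changed by 0.72, 1.04 and 0.84 (adjusted p = 0.163, 0.0693 and 0.127 from limma). The gene *gdhA* (SLNWT_2539) had 135 and 53.0 RPKM in A30 replicates 1 and 3 and 436 and 535 RPKM in ΔrspA1, a change of 2.50 (SE 0.47, adjusted p = 0.0389 from limma). With a mean of at least 10 RPKM required, fewer genes were tested and *gdhA* passed the threshold (adjusted p = 0.0294 from limma). Both *sucA* genes, SLNWT_2008 and SLNWT_5701, changed by 0.80 and 0.71 (adjusted p = 0.164 and 0.167 from limma). SLNWT_5701 carries the same annotation as the PDH gene SLNWT_3555, a dihydrolipoamide acetyltransferase component of the PDH complex. It had 2053 and 1968 RPKM in A30 replicates 1 and 3 and 3064 and 3546 RPKM in ΔrspA1. The *fum* genes differed: SLNWT_2307 rose from 224 ± 10.2 to 473 ± 17.8 RPKM (mean ± SD, n = 2; adjusted p = 0.0436 from limma), and SLNWT_2312 changed by −0.18 with overlapping values (adjusted p = 0.684 from limma).

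The gene *meaB* (SLNWT_2020), annotated as malate dehydrogenase in the table, fell from 1051 ± 278 to 85.8 ± 4.95 RPKM (mean ± SD, n = 2), a change of −3.58 (SE 0.28, adjusted p = 0.00282 from limma). The gene *aspB* (SLNWT_6615) had 746 and 282 RPKM in A30 replicates 1 and 3 and 16.5 and 16.3 RPKM in ΔrspA1, a change of −4.72 (SE 0.48, adjusted p = 0.00667 from limma).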

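The *arg* genes lie in 2 places of the genome. SLNWT_3348 to SLNWT_3351 (4052122 to 4056678, plus strand) had between 325 and 707 RPKM in the A30 libraries and between 8.39 and 23.1 RPKM in the ΔrspA1 libraries. Their changes were −5.44 for *argC*, −4.98 for *argJ*, −4.83 for *argB* and −4.94 for *argD*, with adjusted p from 0.00120 to 0.00161 in limma. The other copies, SLNWT_6340 and SLNWT_6342 to SLNWT_6344 (7307326 to 7311827, plus strand), changed by −0.72 for *argC*, −0.41 for *argJ*, −0.57 for *argB* and −0.50 for *argD*. All 4 had higher values in both A30 libraries than in both ΔrspA1 libraries, but limma gave adjusted p from 0.147 to 0.310 and none passed the threshold, with 1 at an unadjusted p under 0.05 and 0 past the threshold with voom. Without A30 replicate 3, SLNWT_6340 and SLNWT_6344 passed it (adjusted p = 0.00696 and 0.0266 from limma), and without A30 replicate 1 none of the 4 did (adjusted p from 0.183 to 0.466). Whether reads were split between the copies is not known, so small changes in the second group are uncertain.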

In summary, the flux of glutamate transformation into oxaloacetate is an alternative way to compensate the decreasing flux of pyruvate into the TCA cycle when mutant ΔrspA1 is cultured with the glutamate-rich medium.

**FIGURE 7:**
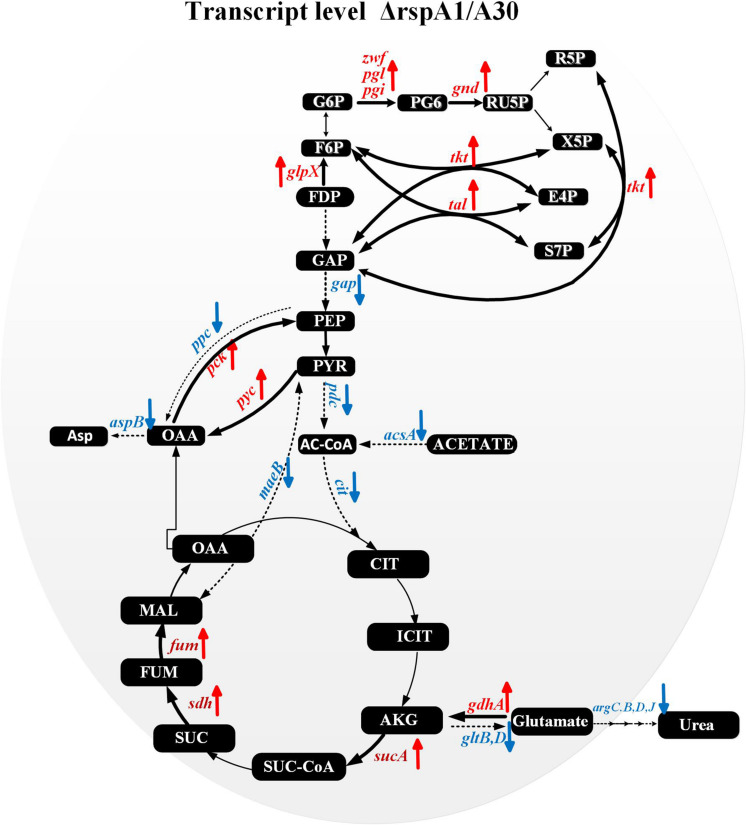
Transcriptomic data analysis of differentially expressed genes (DEGs) in the mutant strain ΔrspA1 compared with the initial strain A30 in primary metabolism. → Up-regulated in mutant ΔrspA1; ---→ Down-regulated in mutant ΔrspA1. For detail genes expression, please see Supplementary Table S2.

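Of the remaining genes listed in Supplementary Table S2 for glutamate, *gltB* (SLNWT_5867) had 195 and 1023 RPKM in A30 replicates 1 and 3 and 60.7 and 64.2 RPKM in ΔrspA1. Its change was −2.82 (SE 0.77, adjusted p = 0.0787 from limma). The neighbouring *gltD* (SLNWT_5868) changed by −3.34 (SE 0.78, adjusted p = 0.0584 from limma). In both genes the A30 libraries lay far apart, and without A30 replicate 1 the changes were −4.01 and −4.53, against −1.63 and −2.15 without A30 replicate 3. With an A30 library left out the spread comes from the ΔrspA1 libraries alone, so such fits do not measure the spread between the A30 libraries. Over the 43 genes of Supplementary Table S2 that were tested, 42 had the sign given there with *pyc* as deposited and 41 with the values of *pyc* exchanged between the strains. The threshold was passed by 9 of them, by 25 without A30 replicate 1, by 31 without A30 replicate 3 and by 0 without ΔrspA1 replicate 2 or 3. From the transcript levels of the genes drawn in Figure 7, beside its qRT-PCR and EMSA results, the paper draws 2 conclusions. The loss of *rspA1* enhanced gluconeogenesis from pyruvate and lowered the flux of pyruvate into acetyl-CoA. By qRT-PCR the paper found *pyc*, *pck*, *glpX* and *pgi* higher in ΔrspA1. It proposes that more glutamate went to oxaloacetate through the TCA cycle and less to the urea cycle.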

## Discussion

In the current study, the mutants with deletion and complementation of the *rspA1* gene encoding the response regulator RspA1 of TCS RspA1/A2 have been genetically generated. RspA1-binding sites are identified in the promoters of key genes located in the glycolysis pathway, the TCA cycle, and gluconeogenesis using an electrophoretic mobility shift assay. Based on EMSA results, qRT-PCR, and the transcriptomic data of mutant ΔrspA1 and the parental strain A30, we unveiled the effects of the TCS RspA1/A2 on the central carbon metabolic pathways in *S. albus* when cultivated with glutamate as the sole nitrogen source.

### The Regulation of TCS RspA1/A2 on Glucose Consumption Rate Is Conditionally Required

Carbon source regulation of antibiotic production has been widely studied in the past few decades. Especially, glucose as the preferred carbon source has been deemed to interfere with antibiotic synthesis in *Streptomyces*. Only the low concentration of glucose in the culture medium can eliminate the repression of antibiotic biosynthesis, and its regulatory mechanism of carbon catabolite repression (CCR) has already been elucidated in previous studies (Deutscher, 2008; Görke and Stülke, 2008). However, the regulation of carbon metabolism for cell growth in *Streptomyces* has been unclear when cultivated under a specific condition. In this work, we found that the cell growth of *rspA1* knocked-out mutant ΔrspA1 was hampered with less biomass as compared to the initial strain A30 when cultured in the MM medium complemented with 75 mM glutamate. However, this effect seems to be conditionally required and only worked under specific environmental conditions, which is similar to the most two-component systems studied in *Streptomyces* (Apel et al., 2007; Shu et al., 2009). When the sodium glutamate was replaced with an identical concentration of phenylalanine (Phe), histidine (His), and aspartate (Asp), respectively, the initial strain A30 and the *rspA1* knocked-out strain did not show significant growth differences, indicating that the regulator RspA1 responded to specific amino acids. In most bacteria, glutamate could be transformed into α-ketoglutarate (α-KG) under the catalysis of glutamate dehydrogenase (GdhA). Therefore, glutamate cannot only be used as a nitrogen source, but it also has a key node for the conversion of nitrogen and carbon sources in the microorganism. Moreover, with the sufficient amount of glutamate as a nitrogen source in *S. albus*, the protein RspA1 can respond to keep nitrogen and carbon sources at a delicate balance. In addition to the impairment of the biomass of *S. albus* in mutant ΔrspA1, it was found that the glucose consumption rate of mutant ΔrspA1 was significantly reduced as compared to the initial strain A30. Glycolysis, gluconeogenesis, and the TCA cycle are involved in glucose metabolism. Therefore, changes in the rate of glucose consumption are related to changes in metabolic fluxes through these central carbon metabolic pathways.

### Two-Component-System RspA1/A2-Dependent Regulation of the PEP–Pyruvate–Oxaloacetate Node Affects the Intracellular Acetyl-CoA Pool in *S. albus*

In organisms, pyruvate, oxaloacetate, and phosphoenolpyruvate (PEP) could be converted into each other. Herein, we demonstrated that the PEP–pyruvate–oxaloacetate node was directly regulated by the response regulator RspA1 (Figure 8), and the deletion of gene *rspA1* affected the intracellular acetyl-CoA pool in mutant ΔrspA1, which led to less intermediate formation for biomass accumulation. Firstly, the response regulator RspA1 directly regulated the supply of intracellular acetyl-CoA. This study has demonstrated that the protein RspA1 could directly interact with the promoter regions of genes *slnwt_0620*, *slnwt_6888* encoding the acetyl-CoA synthase (Acs) and promoted their expression in *S. albus*. Acetyl-CoA synthase catalyzed the synthesis of acetyl-CoA with acetate as the substrate, whereas the *rspA1* defect inhibited the expression of acetyl-CoA synthase and restrained the flux of acetate converted to acetyl-CoA (Figures 3, 8). Meanwhile, the expression of genes encoding the PDH (acE, *slnwt* _3555–*slnwt* _3557) was directly inhibited due to the absence of protein RspA1. These three genes were co-transcribed and encoded an enzyme complex PDH to catalyze the conversion of pyruvate into acetyl-coA (Figures 5, 8). The synergetic regulation of enzymes including the PDH and acetyl-CoA synthetase Acs could lead to the decreased supply of intracellular acetyl-CoA. Secondly, the protein RspA1 regulated the disposition of intracellular acetyl-CoA. The expression of genes encoding citrate synthase (*slnwt_1427*, *slnwt_1428*, *slnwt_4294*, *slnwt_5026*) was decreased by the *rspA1* defect, thus affecting the acetyl-CoA entry into the TCA cycle. Consequently, this combined regulation of the PEP–pyruvate–oxaloacetate node could lead to a decrease in intracellular acetyl-CoA. As we know, acetyl-CoA is a crucial precursor for many secondary metabolites, and its reduction could limit the synthesis of secondary metabolites as well as antibiotics. This finding also clarifies the results of our previous study, in which the production of salinomycin decreased in the ΔrspA1 mutant (unpublished). Additionally, protein RspA1 could directly regulate the key genes in gluconeogenesis. At last, the results of qRT-PCR analysis showed that the expression of the genes *pyc*, *pck* was strikingly up-regulated in the ΔrspA1 mutant, thus enhancing the flux of pyruvate converting into acetoacetate and phosphoenolpyruvate (Figures 5, 8).

**FIGURE 8:**
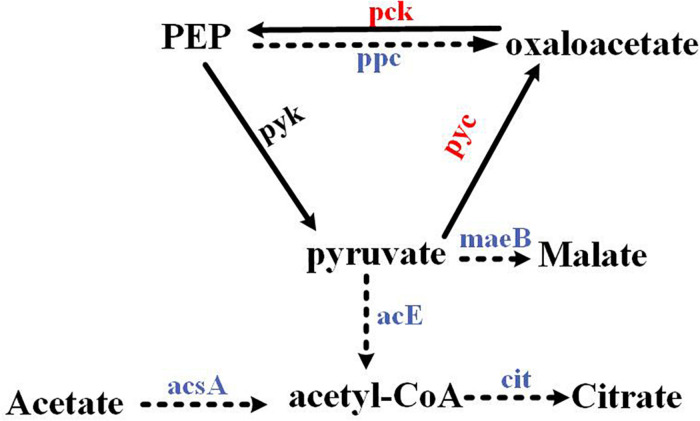
The PEP–pyruvate–oxaloacetate node was directly regulated by the response regulator RspA1. → Up-regulated in the ΔrspA1 mutant; ---→ Down-regulated in the ΔrspA1 mutant.

### Pyruvate and Glutamate Transformations Enable TCS RspA1/A2-Dependent Regulation of Primary Metabolism in *Streptomyces albus*

A new transcriptional regulatory network of TCS RspA1/A2 on primary metabolism across central carbon metabolic pathways including the glycolysis/gluconeogenesis pathway, TCA cycle, and PPP pathway was proposed. Furthermore, its transcriptional regulatory mechanism can be speculated as follows:

The protein RspA1 increased the glucose consumption rate (R_Glu_) by enhancing the pyruvate-driven glucose consumption pathway and decreasing the glutamate-driven gluconeogenesis pathway in the original strain A30 as compared with mutant ΔrspA1 (Figure 9, pathway 1–3). We firstly demonstrated that RspA1 could bind the promoter regions of the genes *gap*, *pdh*, and *cit* and directly promote their expression (Figure 6B). PDH and citrate synthase were located at the entry point of the TCA pathways, and their increasing expression indicated that the flux of pyruvate to the TCA cycle was strengthened. The central carbon metabolism through the EMP and TCA pathways played a dominant role in the metabolism of glucose, and their strengthened flux would result in an increase in glucose consumption (Figure 9, pathway 1). Meanwhile, the flux of the glucose-generating pathway was decreased. 

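The genes *pyc*, *pck*, *glpX*, *sdh*, *gdhA*, *sucA* and *fum* were represented by 11 locus tags in the RNA-seq data. Of these, 10 were lower in A30 than in ΔrspA1 and 1, the *fum* gene SLNWT_2312, was higher. With the values of *pyc* exchanged between the strains, an alternative chosen after seeing the data, 9 were lower in A30 and 2 were higher. In limma 0 of the 11 passed the threshold over all genes, as with voom, and 5 did when adjusted over the list alone. At an unadjusted p under 0.05 there were 7 and under 0.03 there were 6, and at an adjusted p under 0.05 there were 2. The threshold was passed by 6 of the 11 without A30 replicate 1 and by 8 without A30 replicate 3. Apart from the exchange, the values of *pyc* enter these numbers as deposited, although they are whole numbers of reads only with the read steps of the other strain's libraries.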

Gluconeogenesis is the main glucose-generating pathway in bacteria (Landau et al., 1996), and transcriptome analysis revealed that the key genes (*pyc*, *pck*, and *glpX*) in the gluconeogenesis pathway (pyruvate to glucose) and genes *sdh*, *gdhA*, *sucA*, *fum* in the flux of glutamate transformation to oxaloacetate through TCA cycle were significantly down-regulated in the original strain A30 (Figure 9,pathways 2 and 3). Furthermore, this suggested that the protein RspA1 enhanced the gluconeogenesis flux with pyruvate and glutamate as substrates when cultivated in a glutamate-rich medium. In short, pyruvate and glutamate transformations supported the robust TCS RspA1/A2-dependent regulation of glucose metabolism, resulting in an increased flux of glucose consumption and a decreased flux of glucose-generating pathway in the original strain A30 as compared with mutant ΔrspA1. Simultaneously, this kind of regulation may account for the lower glucose consumption rate in mutant ΔrspA1 as compared to the initial strain A30 (Figure 1D). In mammals like mice, glutaminolysis and pyruvate transformation support MPC-independent gluconeogenesis when the flux of pyruvate entry into the TCA cycle was decreased by the deletion of the gene *Mpc1.* In this study, we discovered a similar regulation mechanism on glucose metabolism in *Streptomyces* (Gray et al., 2015).

**FIGURE 9:**
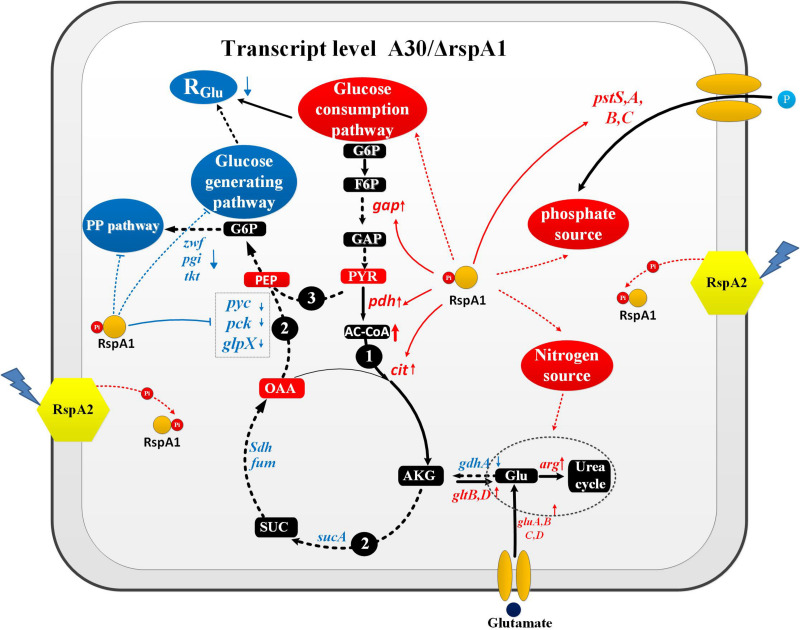
Pyruvate and glutamate transformations enable TCS RspA1/A2-dependent regulation of glucose metabolism in *Streptomyces albus*. Pathway 1 represents the flux of pyruvate converting to TCA cycle; Pathway 2 represents the flux of glutamate transformation to glucose through TCA cycle; Pathway 3 represents gluconeogenesis pathway. → Up-regulated in the original strain A30; ---→ Down-regulated in the original strain A30; → Positive control; —| Negative control.

On the other hand, the protein rspA1 regulated the interaction between glucose metabolism, nitrogen metabolism, and phosphate metabolism in order to keep them balanced. At the early stage of the growth phase (30 h), glucose was broken down into pyruvate, and the flux of pyruvate entry into the TCA cycle was enhanced (Figure 9). In contrast, the genes *pyc*, *pck*, and *glpX* in the gluconeogenesis pathway were inhibited by the protein RspA1 in the original strain A30, indicating that glucose catabolism was more active than glucose anabolism (Figure 9). Additionally, with sufficient glutamate (75 mM) as the nitrogen source, the expression of genes *gluA-D* encoding the glutamate transporters (ABC transporters) were prominently up-regulated to strengthen the uptake of glutamate. 

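Both strains were grown with 75 mM glutamate, so the RNA-seq data compare the strains and not levels of glutamate. The genes *gluA* to *gluD* (SLNWT_1507 to SLNWT_1510, 1965915 to 1969260) were higher in both A30 libraries than in both ΔrspA1 libraries. In A30 *gluA* had 485 ± 22.5 RPKM and in ΔrspA1 272 ± 16.0 RPKM (mean ± SD, n = 2), and *gluC* had 701 ± 39.4 and 404 ± 21.1 RPKM. The changes were −0.83, −0.58, −0.79 and −0.64 for *gluA* to *gluD* (adjusted p = 0.0754, 0.203, 0.0876 and 0.127 from limma). None of the 4 passed the threshold over all genes in limma or voom, and 3 had an unadjusted p under 0.05. Without A30 replicate 1 the changes of *gluA* to *gluD* were −0.88, −0.76, −0.74 and −0.64. Without A30 replicate 3 they were −0.78, −0.40, −0.85 and −0.65.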

Interestingly, we found that the flux of glutamate converting to a urea cycle was enhanced due to the expression of genes *argB*, *C*, *D*, *J*, which shows an obvious up-regulation in the original strain A30 (Supplementary Figure S7). Therefore, it is concluded that the leftover glutamate was more transferred to a urea cycle other than carbon metabolism due to active glucose catabolism. As we know, a urea cycle is not the only way to biosynthesize some amino acids like arginine and citrulline but also provides cells with precursors for DNA replication and other intermediates. In addition, we demonstrated that protein RspA1 had a direct regulation of the uptake of phosphate sources. The EMSA results show that protein RspA1 could directly bind the promoter region of the gene *pstS* (*slnwt_4043*), which encoded an ABC transporter response for the uptake of phosphate sources (Supplementary Figure S7). The genes *pstA*, *pstB*, and *pstC* were located at the upstream of gene *pstS* and worked together with p*stS* in response to the uptake of phosphate sources; meanwhile, transcriptome analysis revealed that the expression of the genes *pstA*, *B*, *C*, *S* was strikingly increased in the original strain A30 (Supplementary Figure S7). Moreover, these findings suggested that TCS RspA1 promoted the uptake of the phosphate source. 

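The *pst* genes lie together on the minus strand, from *pstB* (SLNWT_4040) to *pstS* (SLNWT_4043), between 4800931 and 4805039. Their level differed more between the A30 libraries than between the strains. In A30 replicate 1, *pstB*, *pstA*, *pstC* and *pstS* had 726, 974, 1579.6 and 5933 RPKM, and in A30 replicate 3 they had 7.72, 8.78, 12.6 and 27.1 RPKM. The ΔrspA1 libraries lay between the A30 libraries, with 9.40 and 16.4 RPKM for *pstB* and 58.6 and 101 RPKM for *pstS* in replicates 2 and 3. As the log2 ratio of mean RPKM, a scale chosen after seeing the data, the changes were −4.83, −4.58, −4.54 and −5.23 in the same order. On the scale used for limma the changes were −2.57, −2.24, −2.13 and −2.39. Their SE lay between 2.01 and 2.42, and adjusted p between 0.421 and 0.528 in limma. Without A30 replicate 1 all 4 changes turned positive, 0.63, 1.08, 1.30 and 1.47, with adjusted p = 0.270, 0.0609, 0.0283 and 0.00765 from limma. Without A30 replicate 3 they were −5.76, −5.56, −5.56 and −6.25, and all 4 passed the threshold (largest adjusted p = 1.38e-07).

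**Figure D2:**
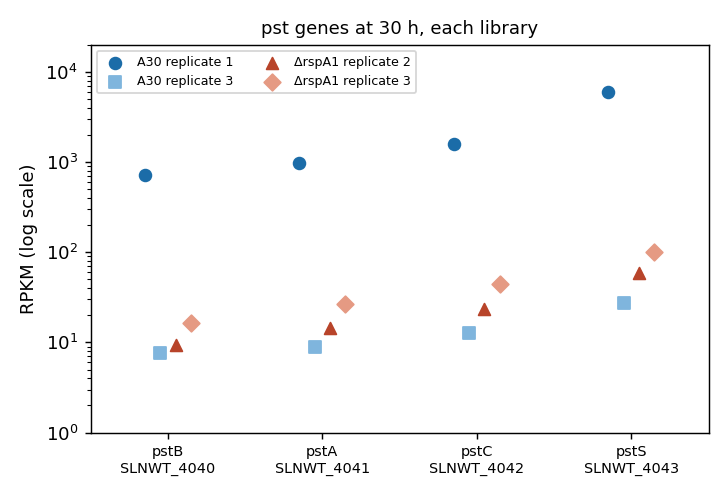
RPKM of *pstB*, *pstA*, *pstC* and *pstS* in each library at 30 h, on a log scale (y axis), with 1 point per gene and library. A30 replicate 1 lies above the other 3 libraries in all 4 genes, and A30 replicate 3 lies lowest.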

In summary, RspA1 promoted glucose catabolism, the uptake of phosphate sources, and the flux of glutamate into a urea cycle but decreased glucose anabolism. In addition, this combined regulation of primary metabolism may explain the fact that the cell growth of *rspA1* knocked-out mutant ΔrspA1 was hampered with less biomass accumulation as compared to the initial strain A30.

In this study, our main aim focus was on the momentous regulation of RspA1/A2 on primary metabolism (cell growth and glucose metabolism) in *Streptomyces albus*, which may in turn affect secondary metabolism. In fact, the secondary metabolites are synthesized via secondary metabolism, which shows a coupled relationship with primary metabolism. Moreover, the metabolic pathways of primary metabolism are not only providing essential support for cellular growth but also supplying precursors and energy for secondary metabolism. For example, acetyl-CoA, Malonyl-CoA(M-CoAs), and methylmalonyl-CoA(MM-CoAs), which are the vital intermediate metabolites in the TCA cycle, are considered as the main precursors of salinomycin biosynthesis (Lu et al., 2016). So, the regulation of RspA1/A2 on the flux of the TCA cycle will surely alter the intracellular pools of these precursors. Besides that, the regulation of the PEP–pyruvate–oxaloacetate node by RspA1/A2 was demonstrated, which is very common in bacteria (Sauer and Eikmanns, 2005). One interesting feature of the PEP–pyruvate–oxaloacetate node is the fact that it also provides the precursors for antibiotic biosynthesis which could open another new door/way toward improving antibiotic production (Cruz, 2012). Moreover, it is highly valuable to discover the effect of the PEP–pyruvate–oxaloacetate node on the secondary metabolism in *Streptomyces.* However, this needs to be explored, and further research studies are required in future works.

## Data Availability Statement

Publicly available datasets were analyzed in this study. This data can be found here: Raw data are available via the Gene Expression Omnibus database (accession GSE143602).

## Author Contributions

MG and KZ conceived the project, designed the experiments, and analyzed the results. KZ wrote the manuscript with the help of AM, MA, MG, YZ, and JC. KZ performed the experiments, supported by JY, YH, and ZC. All authors saw and approved the manuscript and contributed significantly to the work.

## Conflict of Interest

ZC was employed by Zhejiang Biok Biology Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Two-Component-System RspA1/A2-Dependent Regulation on Primary Metabolism in Streptomyces albus A30 Cultivated With Glutamate as the Sole Nitrogen Source
**Source:** Front Microbiol. 2020 Jul 31;11:1658. doi: 10.3389/fmicb.2020.01658
**Supplement:** Supplementary file 1

**Figure S1 .**validation of RNA-seq Δ*rspA1* mutant results using RT-qPCR. correlation between RNA-seq and RT-qPCR abundance values (both relative to the initial strain A30 ) for eight genes.

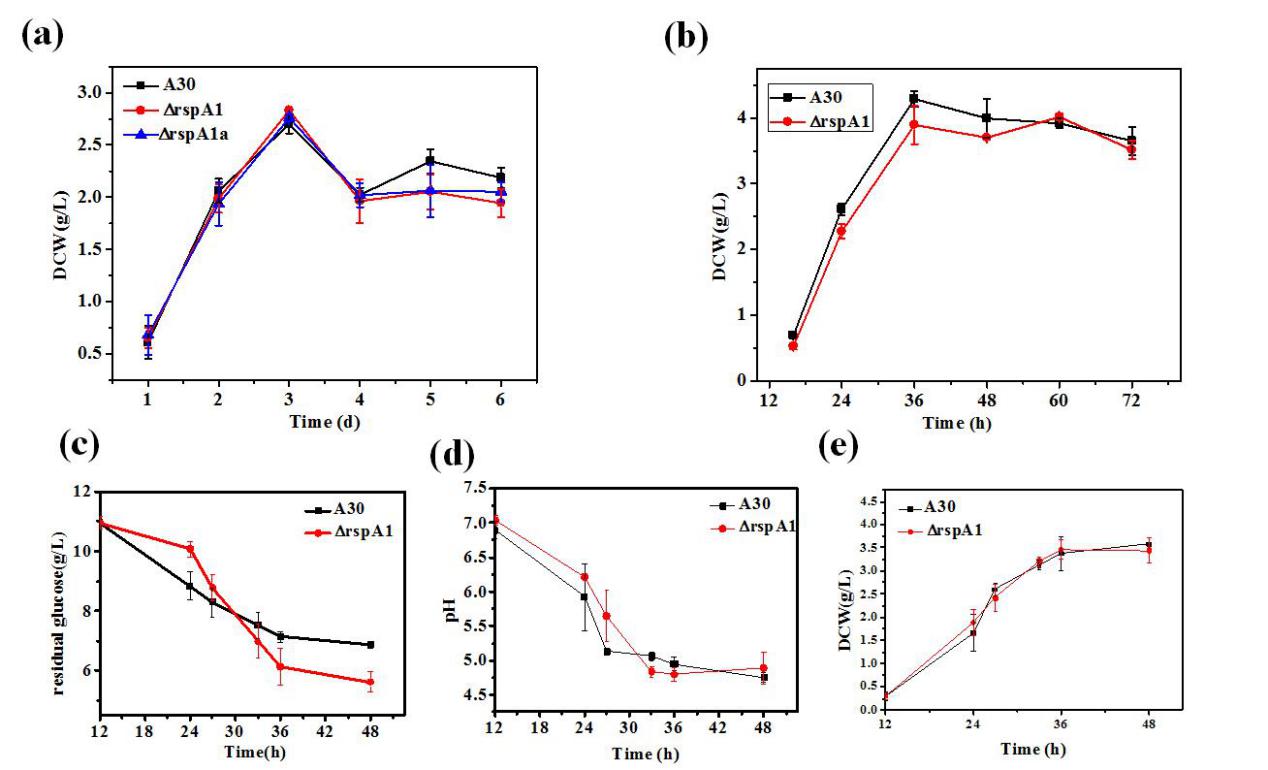

**Figure S2.** Mutation of rspA1 affects biomass accumulation and glucose consumption rate in *Streptomyces albus*.( A-B).Growth differences between the mutant ΔrspA1, ΔrspA1a and the initial strain A30 when cultured inISP4 medium (A)or TSB medium(B). (C-E) Residual sugar, pH and dry cell weight(DCW) of the mutant ΔrspA1, ΔrspA1a and the initial strain A30 when cultured in fermentation medium complemented with 75mM sodium glutamate.

**Figure S3.** Growth differences between mutant (ΔrspA1) and the initial strain A30 when cultured in MM solid plate complemented with various amino acid.

**Figure S4.** EMSAs of His-RspA1 protein with upstream promoter regions of *slnwt_0620* and *slnwt_6934*. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, 1 and 4.0 ug).

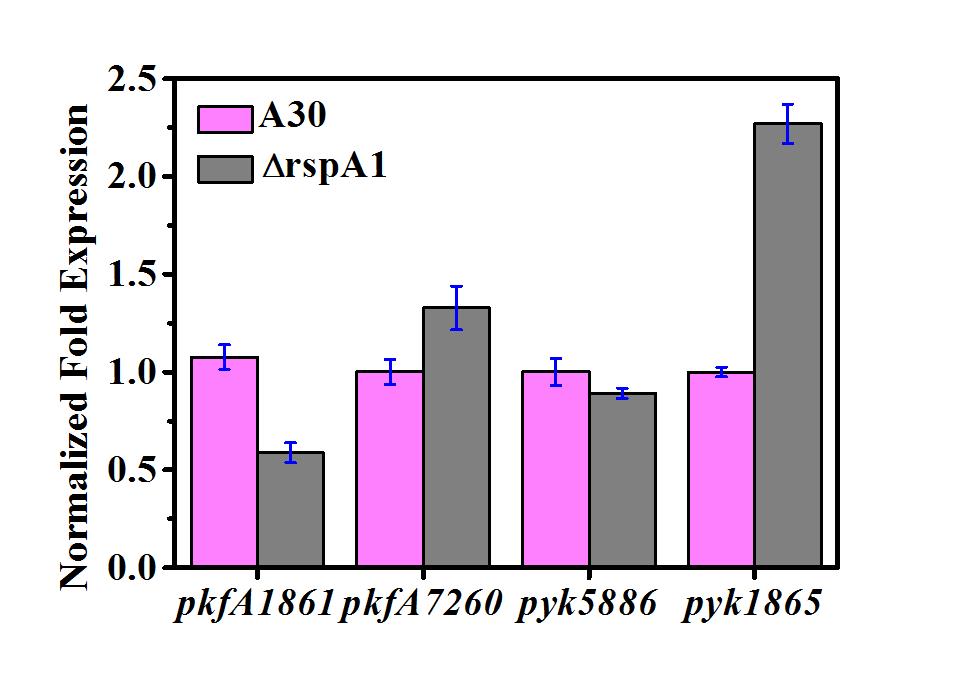

**Figure S5.** Transcript level of genes *pkfA* and *pyk* in A30 and *rspA1*-deletion strain.

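Across the 6105 genes tested, Pearson's r of the log2(RPKM + 1) values was 0.912 between the A30 libraries and 0.985 between the ΔrspA1 libraries, and ranged from 0.807 to 0.899 between libraries of different strains. These correlations are across genes, which are not independent replicates. The A30 libraries differed by more than 1 on the log2 scale in 1196 genes and the ΔrspA1 libraries in 280. In a principal component analysis the first component held 76.0% of the variance. On it A30 replicate 1 lay at −71.8, A30 replicate 3 at −24.1, and ΔrspA1 replicates 2 and 3 at 48.2 and 47.7. The second component held 18.9% of the variance, with A30 replicates 1 and 3 at opposite ends (25.3 and −42.1).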

**Figure S6 .**The heat map (A)and Volcanoplot(B) of diﬀerentially expressed genes in ΔrspA1 mutant and the initial strain A30.

**
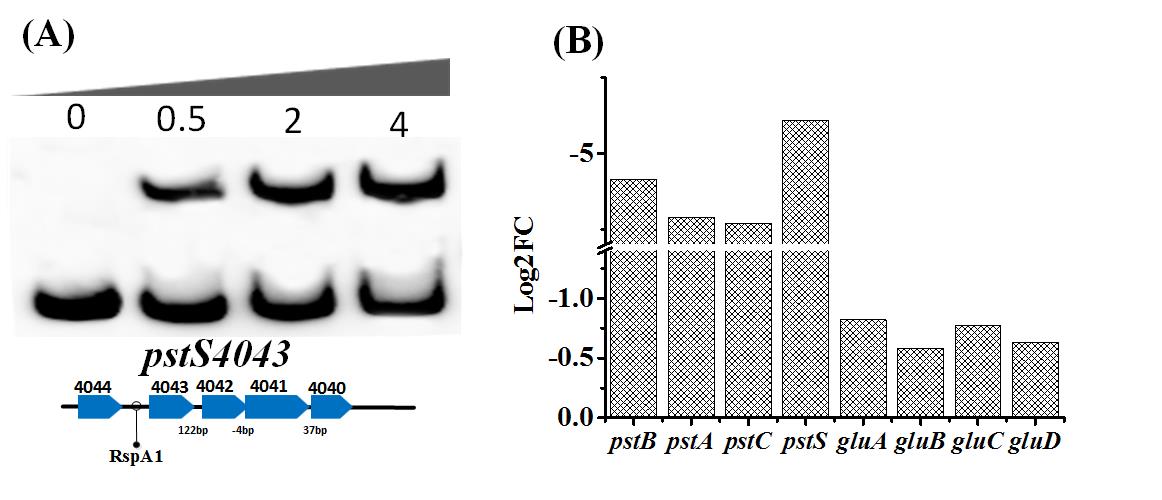
**

**Figure S7.** RspA1 effect the uptake of glutamate and phosphate source **(A)**EMSAs of His-RspA1 protein with upstream promoter regions of *slnwt_4043* a. The DNA probe (10 ng) was incubated with a protein concentration gradient (0, 0.5, 1 and 4.0 ug).(B) transcript level of gene *pstS,A,B,C* and *gluA-B.* For detail genes expression, please see Table S2.

**Supplementary material**

**Tables**

**Table S1.primers used in the study**

**Table S2.** **Transcriptome analysis of Differentially expressed genes (DEGs) between the mutant strain ΔrspA1 and the initial strain A30 in the EMP pathway and TCA pathway**

How the deposited data were processed for this re-analysis (not part of the article)

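RNA-seq was analysed for 4 libraries of *S. albus* at 30 h in fermentation medium with 75 mM glutamate, A30 replicates 1 and 3 and ΔrspA1 replicates 2 and 3. Strains, time point and replicate numbers were taken from the sample labels, and the medium from the paper. The authors extracted total RNA, depleted rRNA and prepared libraries with a stranded kit, and the deposited table holds RPKM for 7411 genes with their coordinates and, for 4623 genes, a product annotation. The authors' alignment and counting programs, their versions and their statistical test are not given in the sources used here. In these deposited RPKM values 99.99% of the values in each library are whole multiples of the value of 1 read within 0.02 reads, so the library depth could be recovered: 7749339 and 9007929 reads on genes in A30, with a median of 8378634, and 5610623 and 10295209 in ΔrspA1, with a median of 7952916. The 10 genes with the most reads took 19.5% and 21.2% of them in A30 and 29.0% and 20.4% in ΔrspA1. Read recovery was tested on simulated data in which the values of 1 gene were exchanged, and that gene was found.

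The strains were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend) on log2(RPKM + 1) for 6105 genes with a mean of at least 1 RPKM, leaving out 1306 genes. The threshold was a Benjamini-Hochberg adjusted p under 0.03, without a minimum change. The value 0.03 is the paper's, which does not say whether it was adjusted. As the values are RPKM and not counts, the test set for such units before the data were examined was used. limma was tested on simulated data with 200 genes changed by 4-fold and 16-fold, where the median estimates were 1.92 and 3.84 for true log2 changes of 2 and 4. For genes with few reads the ratio of reads was given with an exact (Clopper-Pearson) 95% binomial interval, and a count of 0 was read as up to 3 reads. Such intervals cover counting error only.

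Runs of neighbouring genes were runs of at least 5 consecutive locus tags past the threshold, with a change of at least 1 on the log2 scale in one direction, compared with 10000 random placements. Gene sets were made from words in the annotation and tested with camera (correlation preset at 0.01) and fry from limma. The lists for phosphate starvation and iron uptake were made from words in the annotation too, and their medians were compared with 10000 random lists matched on mean expression in 20 bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

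The genes named are those the paper names by locus tag as measured by RNA-seq or qRT-PCR (61 with *rspA1* and *rspA2*, whose values in Supplementary Table S2 had been seen), the 5 largest rises and 5 largest falls past the threshold with a mean of at least 10 RPKM and no overlap of the strains, and the 5 longest runs. Symbols are those of the paper and annotations those of the table. A table of gene names for another strain was searched, and 0 locus tags matched, so it was not used here. The alternatives tried were other thresholds, pseudocounts of 0.1 and 5, no filter or a mean of at least 10 RPKM, each library left out in turn, and, chosen after seeing the data, median-ratio scaling, scaling without rRNA, voom on the recovered reads, ratios of mean RPKM, an estimated correlation in camera and the exchange of the *pyc* values. Raw reads were not analysed here, and GC content was not examined because no genome sequence was used here.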

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

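Of the tests reported here, the iron uptake list without the genes of the runs, the comparison of the runs with the median of all genes, median-ratio scaling, scaling without rRNA and voom were chosen only after the result was seen.

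Runs of neighbouring genes that changed together lay outside the genes the paper names by locus tag. Whether any run is the salinomycin cluster, which the paper discusses, was not tested. Among the genes past the threshold with a change of at least 1 on the log2 scale, 14 runs of at least 5 consecutive locus tags in one direction held 109 genes (6 runs higher and 8 lower in ΔrspA1). The longest reached from SLNWT_0259 to SLNWT_0282 (24 genes, 314465 to 411676), with modular polyketide synthases, a cytochrome P450 and an antibiotic efflux pump in the annotation. Its median change was −5.37, with median values of 1099 and 749 RPKM in A30 and 21.6 and 18.3 RPKM in ΔrspA1. SLNWT_5606 to SLNWT_5615 (10 genes, 6517982 to 6529592), with a hemin import protein and a heme oxygenase, had a median change of −4.12 and 222 and 208 RPKM in A30 and 15.2 and 16.1 RPKM in ΔrspA1. SLNWT_0962 to SLNWT_0970 (9 genes, 1323805 to 1334819), with genes for 2,3-dihydroxybenzoate, had a median change of −6.74 and 1127 and 681 RPKM in A30 and 5.91 and 8.20 RPKM in ΔrspA1. SLNWT_1921 to SLNWT_1928 (8 genes, 2440231 to 2447583), the ATP synthase genes, rose by a median of 1.89, from 849 and 937 RPKM in A30 to 3204 and 3188 RPKM in ΔrspA1. SLNWT_3358 to SLNWT_3365 (8 genes, 4061812 to 4072038), with Fe3+-siderophore transport, had a median change of −3.08 and 267 and 202 RPKM in A30 and 24.0 and 25.2 RPKM in ΔrspA1. With each library left out in turn, the medians stayed at −5.64 to −5.04, −4.35 to −3.98, −7.04 to −6.44, 1.79 to 1.97 and −3.14 to −2.99 in the same order. The calls that define the runs did not hold in every case. There were 25 runs without A30 replicate 1, 64 without A30 replicate 3 and 0 without ΔrspA1 replicate 2 or 3, since no gene was then called by limma.

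Chance placement of the genes was excluded as the cause of the runs. In 10000 random placements the largest number of runs was 1, against 14 observed (permutation p = 0.0001, the smallest these placements can give). Random placement separates neighbouring genes, which may be co-transcribed, so any change they share would give runs. The test therefore says nothing on what caused the changes. A few genes taking most of the reads were excluded as the whole cause too. They would move all genes of a library by one factor, whereas the median change of all genes tested was −0.011 and the runs changed in both directions, by medians of 1.89 or more in size for the 5 longest. Gene length was excluded for the strain difference in general, since Spearman's rho of the change with gene length was −0.053. It was taken across genes, which are not independent replicates. GC content was not tested, because no sequence of this genome was used here. Whether similar polyketide synthase genes shared reads could not be examined from RPKM.

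Genes were also ranked by change on the log2(RPKM + 1) scale, among DEGs with a mean of at least 10 RPKM. In each, all values of one strain lay above those of the other. The genes with the largest changes were also outside those the paper names by locus tag. SLNWT_0965 (not annotated) changed by −7.57, SLNWT_0969 (2,3-dihydro-2,3-dihydroxybenzoate dehydrogenase) by −7.49, SLNWT_0968 (2,3-dihydroxybenzoate-AMP ligase) by −7.24, SLNWT_0299 (APH domain-containing protein) by −7.03 and SLNWT_0967 (chorismate binding domain) by −6.95. The rises were 6.28 for SLNWT_6527 (MFS domain-containing protein), 6.14 for SLNWT_6524 (AHS1 domain-containing protein), 5.96 for SLNWT_2615 (urocanate hydratase), 5.89 for SLNWT_2614 (allantoate amidohydrolase) and 5.86 for SLNWT_6526 (putative hydro-lyase). Their adjusted p from limma lay between 0.00120 and 0.00481. The ranking depends on the scale. With a pseudocount of 0.1 and with voom SLNWT_4829 fell further than all of these (−8.97 and −8.72), and SLNWT_4828 further than some of them (−7.21 and −7.67). With voom SLNWT_0965 (−7.48) came behind SLNWT_0969 and SLNWT_0299 (−7.78 and −7.73). Of the rises, that of SLNWT_6524 was larger than that of SLNWT_6527 in both cases. SLNWT_0965 had 4 and 39 reads in ΔrspA1 replicates 2 and 3, and its change lay between −8.62 and −6.53 with a library left out. No technical explanation of its own was tested for these 10 genes.

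Genes for siderophores and iron made up several of the falls. If the iron supply or demand of the cultures differed, other genes annotated for iron uptake should fall as well. The 13 genes of a list chosen by words in the annotation had a median change of −1.85, at percentile 0 of 10000 random lists matched on expression, but the list shares genes with the runs. The 7 genes of the list outside the runs had a median change of −1.11, at percentile 1.6, where the random lists reached from −0.97 to 0.71 (the middle 95%), with 2 higher and 5 lower. Under median-ratio scaling, scaling without rRNA and voom their median was −1.10, −1.04 and −1.30. This is consistent with a difference in iron supply or demand, which may follow from the loss of *rspA1* or from the cultures themselves. In the runs from SLNWT_0962, SLNWT_5606 and SLNWT_3358, both A30 cultures lay far above both ΔrspA1 cultures. The median values were 1127 and 681 against 5.91 and 8.20 RPKM, 222 and 208 against 15.2 and 16.1, and 267 and 202 against 24.0 and 25.2. For these runs, which the threshold selected, this argues against differences between single cultures. A difference shared by both cultures of a strain cannot be told apart from the loss of *rspA1*, and no sample measured iron. A biological cause of the fall of the polyketide run and of the rise of the ATP synthase run stays open and was not tested.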

How the results depend on the processing

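The scaling alternatives (median-ratio scaling and scaling without rRNA), voom on the recovered reads, the log2 ratio of mean RPKM with and without a pseudocount, the exchange of the *pyc* values and the camera test with an estimated correlation were chosen only after the data were seen. The other alternatives were set before the data were examined. Of these, the DESeq2 Wald test, the RLE size factors and the total counts alone, the last also for *rspA1*, were set for a table of counts only, and were not run on the reads recovered from RPKM. No paired analysis was possible because the strains share only 1 replicate number.

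The number of DEGs by limma (364) stayed within 1.5 times its value with a pseudocount of 0.1 (368, of which 354 were the same genes) or 5 (332, 329 the same), no filter on low values (309 of 7127 genes), a mean of at least 10 RPKM (439 of 4043), median-ratio scaling (338), scaling without rRNA (336) and voom (351, 332 the same). With a change of at least 1 on the log2 scale required it was 364 again. At an unadjusted p under 0.03 it was 1514 (723 higher and 791 lower in ΔrspA1), and at an adjusted p under 0.05 it was 616 (238 and 378), by the construction of these thresholds. With each library left out in turn the DEGs ranged from 0 to 2359, those higher from 0 to 1127 and those lower from 0 to 1232, and the genes the paper names from 0 to 38. The lone library of a strain was then assumed to vary like the other strain. When A30 replicate 1 or 3 is left out, the spread comes from the ΔrspA1 libraries, which lie close together, and 1377 and 2359 genes were called. Without ΔrspA1 replicate 2 or 3 it comes from the A30 libraries, and limma called 0 genes, with 757 and 788 at an unadjusted p under 0.05. No scaling moved the share of higher genes among the DEGs (34.1%) by over 10 percentage points.

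The changes of SLNWT_4828 and SLNWT_4829 ranged from −5.20 to −5.00 and from −6.64 to −6.27 with a library left out. They lost the threshold without ΔrspA1 replicate 2 (−5.16 and −6.27, adjusted p = 0.0846 and 0.0733 from limma) and without ΔrspA1 replicate 3 (−5.04 and −6.64, adjusted p = 0.0864 and 0.0704). As the log2 ratio of mean RPKM with no pseudocount they were −7.85 and −9.43, since the pseudocount of 1 bounds a fall to near 0.

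Of the 69 other genes named in the text, 59 kept their direction in every alternative run, and 10 did not. For *pyc* (SLNWT_3899) the change was −0.91 with the strains' values exchanged. The others reversed only with a library left out. Leaving out A30 replicate 1 gave changes of −0.42 for *gap* (range −0.42 to 1.33), 0.020 for *fum* SLNWT_2312 (−0.37 to 0.020), 0.065 for *pyk* SLNWT_5886 (−0.97 to 0.065), and for the *pst* genes SLNWT_4040 to SLNWT_4043 the ranges were −5.76 to 0.63, −5.56 to 1.08, −5.56 to 1.30 and −6.25 to 1.47. Without A30 replicate 3 the change of SLNWT_4115 was 0.21 (−0.57 to 0.21) and that of SLNWT_4294 0.080 (−0.72 to 0.080). None of these had passed the threshold with all libraries, and they follow from the distance between the A30 libraries. Of the 69 genes, 21 passed the threshold, and without ΔrspA1 replicate 2 or 3 none of these did. Among alternatives that keep all libraries, SLNWT_4516 lost the threshold under median-ratio scaling and scaling without rRNA, and *gdhA* gained it with a mean of at least 10 RPKM, where fewer genes were tested.

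Runs of neighbouring genes numbered 14 with 109 genes. With at least 8 genes required there were 5 with 59 genes, by construction, and without a minimum change the numbers were the same. With a library left out they ranged from 0 to 64 runs and from 0 to 503 genes (25 and 202 without A30 replicate 1, 64 and 503 without A30 replicate 3), as the number of DEGs did. Of 7 gene sets, 5 passed an adjusted p of 0.05 in camera with a preset correlation of 0.01, 2 in fry, and 0 with the correlation estimated from the data. With a mean of at least 10 RPKM, without A30 replicate 1, without A30 replicate 3 and without ΔrspA1 replicate 2 there were 4, NADH-quinone oxidoreductase not passing (adjusted p = 0.0796, 0.0574, 0.128 and 0.0633 in the same order). The cause was not tested. The mean change of the sigma factor set, −0.037 and not past the threshold, was 0.036 without A30 replicate 1, 0.067 without ΔrspA1 replicate 2, 0.025 under scaling without rRNA and 0.023 under voom, and ranged from −0.14 to 0.067 with a library left out. The cause was not tested.

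Depth limits the values of genes with few reads. For SLNWT_4829 a count of 0 allows up to 0.789 RPKM in ΔrspA1 replicate 2.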

Differences from the paper's values

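The log2 ratio of mean RPKM, the tolerance of 0.03 (0.006 at first) and the reading of Supplementary Table S2 by the following gene were chosen only after the values were seen.

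The paper's total of DEGs is 1326, and limma with Benjamini-Hochberg adjustment gave 364. The paper's number of transcripts higher in ΔrspA1 is 510, against 124 here, and its number higher in A30 is 816, against 240 here. Of the alternatives set before the data were examined, an unadjusted p under 0.03 (1514, 723 and 791) and leaving out A30 replicate 1 (1377, 632 and 745) came within 1.5 times all 3 of the paper's numbers. An adjusted p under 0.05 (616), a minimum change, a pseudocount of 0.1 or 5, no filter, a mean of at least 10 RPKM, and leaving out A30 replicate 3 (2359) or either ΔrspA1 library (0) did not. The paper gives p under 0.03 without saying whether it was adjusted.

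For SLNWT_4515 the paper's log2 value in Supplementary Table S2 is −0.51, and the change here was −2.67. For SLNWT_3542 the paper's value is −2.44, and the change here was −0.62. For both genes the values differed under every alternative set before the data were examined. For *gap* (SLNWT_5957) the paper's value is −0.51, and the change here was 0.45. It came within the error without A30 replicate 1 (−0.42), and under no other alternative set before the data were examined. On the scale of a log2 ratio of mean RPKM, 38 of the 43 genes of the paper's table lay within 0.03 of its values (27 within 0.006), and the changes of SLNWT_4515, SLNWT_3542 and *gap* on that scale were −2.75, −0.64 and 0.21. The other genes outside that tolerance were SLNWT_4516 (the paper's −2.75, here −2.44) and SLNWT_3543 (the paper's −0.64, here −0.54). The paper's values for SLNWT_4516, SLNWT_3542, SLNWT_3543 and *gap* lay within 0.03 of the ratios of SLNWT_4515, SLNWT_4516, SLNWT_3542 and SLNWT_3543, each the gene listed before it, and 3 of these 4 within 0.006, *gap* being the exception.

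The paper's text names SLNWT_4115 and SLNWT_4116 as PDH genes lower in ΔrspA1, where its Supplementary Table S2 has SLNWT_4515 and SLNWT_4516. Here SLNWT_4115 changed by −0.18 and SLNWT_4116 by −1.60, neither past the threshold with all libraries, while SLNWT_4116 passed it without A30 replicate 1 (adjusted p = 0.000373 from limma). The paper describes *gap* as lower in ΔrspA1, as above, and without A30 replicate 3 it was higher and passed the threshold (1.33, adjusted p = 0.00144 from limma). It describes both *fum* genes as higher in ΔrspA1, and 7 of the 8 genes of that group were, with SLNWT_2312 at −0.18. The paper's Supplementary Table S2 also has this gene lower, at −0.19. The paper calls the *pst* genes higher in A30. Their changes of −2.57 to −2.13 have that direction, and without A30 replicate 3 they were −6.25 to −5.56, all 4 past the threshold, but without A30 replicate 1 they were 0.63 to 1.47, 2 of the 4 past the threshold. The paper describes the *rspA1* transcript as absent in ΔrspA1, and there 2 reads were counted on SLNWT_4829 and 4 on SLNWT_4828. The paper lists the tags of *rspA1* and *rspA2* in the order SLNWT_4828 and SLNWT_4829, whereas the table annotates SLNWT_4829 as the response regulator and SLNWT_4828 as the sensor kinase. It gives a shorter separation of *rspA1* and *rspA2* than the 37 bases between SLNWT_4828 and SLNWT_4829.

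The paper calls changes significant in genes that did not pass the threshold here, among them *pyc*, *pck*, *glpX* and 4 of the 8 *arg* genes. Of the 61 genes it names, 13 passed the threshold over all genes, 16 at an adjusted p under 0.05, 27 at an unadjusted p under 0.03, 31 without A30 replicate 1 and 38 without A30 replicate 3. The genes *pyc*, *pck* and *glpX* are among those with an unadjusted p under 0.03 (0.00709, 0.0267 and 0.00516 from limma). The values of *pyc* enter these numbers as deposited, although they are whole numbers of reads only with the read steps of the other strain's libraries. With the strains' values exchanged, an alternative chosen after seeing the data, the change of *pyc* was −0.91, a fall in ΔrspA1.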

Other observations

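The test of exchanged *pyc* values, the tests of depth and strain label for the *pst* genes, the comparison of the counting errors of the strains, the correlation of the A30 difference with the strain difference, and the camera test with an estimated correlation were chosen only after the result was seen.

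In the table, the values of *pyc* (SLNWT_3899) were not whole numbers of reads in their own libraries, and missed the nearest whole number by 0.0902 to 0.239 reads. With the read step of the paired library of the other strain (A30 replicate 1 with ΔrspA1 replicate 2, and A30 replicate 3 with ΔrspA1 replicate 3) the largest distance was 0.00014. The totals of the libraries, as RPKM times length in kilobases, missed the nominal total of RPM by 382.6 (A30 replicate 1 and ΔrspA1 replicate 2) and 346.4 (the replicates 3), and by no more than 2.07e-05 after an exchange of these values. It was the only gene of 7411 that showed this, and 0 of 3529 genes with enough reads to tell were whole with the partner's step by chance. These values are consistent with an exchange of the strains' values for this gene. How it came about was not tested, and a difference between the strains would not produce it. With the values exchanged, *pyc* was lower in ΔrspA1, at −0.91 (SE 0.212, adjusted p = 0.0584 from limma).

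The *pst* genes were 6.38 to 7.72 higher on the log2 scale in A30 replicate 1 than in A30 replicate 3. A difference in depth or scaling between the A30 libraries was excluded, since the median difference of all genes tested was 0.026. A wrong strain label was excluded, as A30 replicate 1 had 103.9 RPKM of SLNWT_4829. If that culture alone was short of phosphate, other genes annotated for phosphate starvation should be higher in it. The 16 such genes outside the *pst* genes had a median difference of 1.21, at percentile 100.0 of 10000 random lists matched on expression (middle 95% from −0.37 to 0.39), with 11 higher and 5 lower. The pattern is consistent with a shortage of phosphate in the culture of A30 replicate 1. Phosphate was not measured in these samples, and a difference in the time of harvest stays open.

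The A30 libraries lay further apart than the ΔrspA1 libraries. Among the 4043 genes with a mean of at least 10 RPKM the SD of the log2 difference was 1.12 between the A30 libraries and 0.289 between the ΔrspA1 libraries, a wider spread in A30. Counting error was excluded as the cause of that difference, since counting alone gives 0.108 for the A30 libraries and 0.121 for the ΔrspA1 libraries, a ratio of 0.887, where a ratio above 1 would be needed. If the A30 cultures were at different points of the change that separates the strains, a positive correlation of the A30 difference with the difference between A30 replicate 3 and ΔrspA1 should appear. Without such an effect r would be negative by an unknown amount, since A30 replicate 3 enters both differences with opposite sign. Pearson's r across genes was −0.0036. As the value of r in the absence of the effect is not known, the explanation cannot be told apart from its absence. The absence of a correlation had first been named as the outcome if the explanation were wrong, and this reading was changed once r was seen. On the first principal component A30 replicate 3 (−24.1) lay between A30 replicate 1 (−71.8) and the ΔrspA1 libraries (48.2 and 47.7), which goes with the explanation but was not tested against other orders. Other differences between the cultures may also be the source and were not tested.

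Of 8 gene sets made from words in the annotation, 7 had at least 8 genes tested, and transposases did not. In camera with a preset correlation, ribosomal proteins (57 genes, mean change 1.02, adjusted p = 5.13e-11), aminoacyl-tRNA ligases or synthetases (21 genes, 0.71, adjusted p = 1.92e-04), NADH-quinone oxidoreductase (27 genes, 0.30, adjusted p = 0.0390) and ATP synthase subunits (9 genes, 1.86, adjusted p = 2.82e-07) were higher in ΔrspA1. The mean change of the aminoacyl-tRNA set was 0.31 without A30 replicate 1 and 1.10 without A30 replicate 3, and the set passed in both cases. NADH-quinone oxidoreductase did not pass without A30 replicate 1, A30 replicate 3 or ΔrspA1 replicate 2 (adjusted p = 0.0574, 0.128 and 0.0633). Polyketide synthases (12 genes, −2.69, adjusted p = 1.88e-06) were lower, all 12 of them, but their median was −0.85. Of the 12, 5 lie in the run from SLNWT_0259 to SLNWT_0282, and the 7 others had a mean of −0.62. ABC transporters (171 genes, −0.33, adjusted p = 0.313) and sigma factors (40 genes, adjusted p = 0.861) did not pass. The sigma factor mean was −0.037 and its median 0.068. In fry the ATP synthase and polyketide synthase sets held (both adjusted p = 0.0371), and with an estimated correlation none did (smallest adjusted p = 0.573). The median RPKM of the ribosomal protein genes was 842 and 1555 in A30 replicates 1 and 3 and 3248 and 3773 in ΔrspA1 replicates 2 and 3.

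Genes that the paper measured by qRT-PCR were also in the RNA-seq data at 30 h. For SLNWT_2998, SLNWT_6888 and all 4 *cit* genes the paper reports lower qRT-PCR levels in ΔrspA1, at later times than 30 h. Here SLNWT_2998 and SLNWT_4294 were lower in ΔrspA1, while SLNWT_6888, SLNWT_1427, SLNWT_1428 and SLNWT_5026 were higher. None of the *acs* and *cit* genes passed the threshold in limma or voom with all libraries, with 0 and 2 of 4 each at an unadjusted p under 0.05. The changes were 0.070 for SLNWT_0620, 0.65 for SLNWT_6888, −0.42 for SLNWT_2998 and 0.53 for SLNWT_6934 (adjusted p from 0.223 to 0.854 in limma), and 1.03 for SLNWT_1427, 0.82 for SLNWT_1428, −0.32 for SLNWT_4294 and 0.69 for SLNWT_5026 (adjusted p from 0.127 to 0.553 in limma). For *pfkA* they were 0.93 (SLNWT_1861) and 0.37 (SLNWT_7260), and for *pyk* 0.85 (SLNWT_1865) and −0.45 (SLNWT_5886), with adjusted p from 0.111 to 0.461 in limma and 2 of the 4 at an unadjusted p under 0.05. SLNWT_5026 passed the threshold without A30 replicate 1, and without A30 replicate 3 SLNWT_1861, SLNWT_1865 and SLNWT_5886 did. Between SLNWT_1427 and SLNWT_1428 lie 194 bases.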
